# Overdominant expression of related genes of ion homeostasis improves K^+^ content advantage in hybrid tobacco leaves

**DOI:** 10.1186/s12870-022-03719-1

**Published:** 2022-07-12

**Authors:** Kai Pi, Wen Luo, Zejun Mo, Lili Duan, Yuzhou Ke, Pingsong Wang, Shuaibo Zeng, Yin Huang, Renxiang Liu

**Keywords:** Heterosis, Tobacco, Potassium, Ion homeostasis

## Abstract

**Background:**

Potassium(K^+^) plays a vital role in improving the quality of tobacco leaves. However, how to improve the potassium content of tobacco leaves has always been a difficult problem in tobacco planting. K^+^ content in tobacco hybrid is characterized by heterosis, which can improve the quality of tobacco leaves, but its underlying molecular genetic mechanisms remain unclear.

**Results:**

Through a two-year field experiment, G70×GDH11 with strong heterosis and K326×GDH11 with weak heterosis were screened out. Transcriptome analyses revealed that 80.89% and 57.28% of the differentially expressed genes (DEGs) in the strong and weak heterosis combinations exhibited an overdominant expression pattern, respectively. The genes that up-regulated the overdominant expression in the strong heterosis hybrids were significantly enriched in the ion homeostasis. Genes involved in K^+^ transport *(KAT1/2, GORK, AKT2, and KEA3*), activity regulation complex (*CBL-CIPK5/6*), and vacuole (*TPKs*) genes were overdominant expressed in strong heterosis hybrids, which contributed to K^+^ homeostasis and heterosis in tobacco leaves.

**Conclusions:**

K^+^ homeostasis and accumulation in tobacco hybrids were collectively improved. The overdominant expression of K^+^ transport and homeostasis-related genes conducted a crucial role in the heterosis of K^+^ content in tobacco leaves.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-022-03719-1.

## Background

Heterosis is a common biological phenomenon in nature. Heterosis refers to the phenomenon in which the F1 heterozygote produced through hybridization is superior in growth potential, biomass, stress resistance, and adaptability than the parents. Shull used the term “heterosis” in plant breeding for the first time [1]. In the last century, East pointed out that heterosis was formed by hybridizing different allotetraploids in the same tobacco genus [2], which Darwin observed as well in earlier times [3]. Heterosis is a complex biological phenomenon influenced by multiple factors. Many scholars put forward several hypotheses to analyze the genetic basis of heterosis, mainly embodied in three hypotheses: The dominance [4, 5], overdominance [2], and epistasis.

K^+^, an essential element for plant growth and development, is present mainly in metabolically active parts of the plant in the ionic state [6]. Wang and Wu revealed that K^+^ influences plant yield, quality, and stress resistance [7] through its involvement in protein synthesis, cellular osmoregulation, photosynthesis, stomatal movement, and enzyme activation [8]. Moreover, we were informed that K^+^ was crucial for tobacco leaf quality, which could significantly improve tobacco leaves’ color, combustion force, and fire maintenance power, moderate tobacco leaves’ identity, and increase their elasticity and softness [9]. The potassium content of tobacco leaves changes abruptly during the topping period and decreases rapidly after topping, resulting in a low potassium content in mature tobacco leaves, which is the focus of research on tobacco quality [9]. Potassium fertilizer application is a common technology to improve crop yield and quality, but the high input of K^+^ fertilizer and low utilization rate increase the production cost and cause environmental problems [10, 11]. Therefore, it is crucial to improve the utilization efficiency of K^+^ in tobacco and to select potassium-efficient tobacco germplasm [12].

It has been reported that K^+^ homeostasis is crucial for plant growth and environmental adaptation [13]. Specifically, it allows plants to survive salt stress [14]. It is worth noting that ion homeostasis maintenance requires the precise regulation of various ion transport proteins, including transporter pumps, carriers, and ion channels. Additionally, tobacco plants with highly expressed *AtHKT1* could maintain K^+^ homeostasis under high Na + stress [15]. Furthermore, under such a condition, hybrids can maintain ion homeostasis via mediating sodium and potassium transport proteins [16], and the transport of K^+^ between vacuoles and cytoplasm contributes to K^+^ homeostasis [17].

K^+^ channel is a crucial pathway for potassium uptake in tobacco, facilitating direct uptake of potassium from the soil solution, regulating the transport of potassium from the roots to the leaves, and coordinating the accumulation and homeostasis of K^+^ in tobacco leaves [18]. Many genes involved in the absorption and transportation of potassium, including the potassium channel gene and potassium ion transporter gene, have been identified in various crops, which play different roles in potassium absorption, transportation, and homeostasis [19]. In leaf cells, *KAT1/2* and *GORK* mediate K^+^ inflow and outflow through the plasma membrane, respectively [20]. Weak inward rectification channel *AKT2* mediates K^+^ entry into the phloem [21], and its activity is regulated by the *CBL4-CIPK6* complex [6, 22]. *NHX1/2* transports K^+^ into vacuoles, establishing vacuole potassium pool and homeostasis [23–25]. The tandem pore channels *TPKs* and *TPCs* mediate the efflux of K^+^ from the vesicles into the cytoplasm [26, 27]. The channel activity of *TPKs* is regulated by the *CBL-CIPK6* complex [28]. K^+^ efflux trans-transporter *KEA1/2/3* mediates K^+^ transport in chloroplasts and promotes photosynthesis [29, 30]. *KEA4/5/6* transports K^+^ from the cytoplasm to the inner lumen of the Golgi apparatus, the Golgi network, and the anterior chamber/multivesicular body, functioning in the endosomal network to maintain pH [31].

*Nicotiana tabacum* L. is a typical allotetraploid crop, a natural cross of two ancestors, *Nicotiana sylvestris* and *Nicotiana tomentosiformis* [32]. Hybrid dominance in intra- and interspecific tobacco varieties is prominent [33–35]. Heterosis has been widely studied for excellent performance in growth capacity, leaf yield, quality, plant height, and disease resistance of tobacco verities [34, 36–38]. In our research on the hybrid selection based on the heterosis, we found a clear heterosis advantage in the potassium content of tobacco leaves, and tobacco varieties with higher K^+^ content could be obtained through hybridization [39]. However, the reasons for the heterosis of K^+^ content in tobacco leaves must be further clarified. Therefore, the current study analyzed the molecular mechanism underlying the formation of heterosis of K^+^ content in tobacco leaves at the transcription level.

## Results

### Heterosis performance of K^+^ content in leaves of F1 hybrids

Samples were taken every 10 days from days 50 to 90 after transplantation to determine the K^+^ content of parents and their hybrids (Additional file 1). The heterosis value of K^+^ content was determined by analyzing the K^+^ content of leaves in different hybrid combinations, revealing that most hybrids did not exhibit heterosis from day 50 to 60. In contrast, the heterosis of K^+^ content changed the most from day 70 to 80 (Fig. 1a). To explore the causes of heterosis in K^+^ content, we used fresh tobacco samples 70 days after transplantation for transcriptome sequencing analysis. During this period, Heterosis of K^+^ content was the highest in hybrid G70×GDH11(H) (9.93%), and that of hybrid K326×GDH11 (L) was the weakest (3.98%) (Fig. 1b). H hybrids did not reveal a significant hybrid advantage from day 50 to 60 (Fig. 1c). On the contrary, the K^+^ content of the L hybrid and its parents demonstrated a downward trend 70 days later (Fig. 1d). Therefore, we selected strong heterosis hybrid G70×GDH11(H), weak heterosis hybrid K326×GDH11(L), and their parents to explore the reasons for the formation of K^+^ content heterosis.

**Fig. 1:**
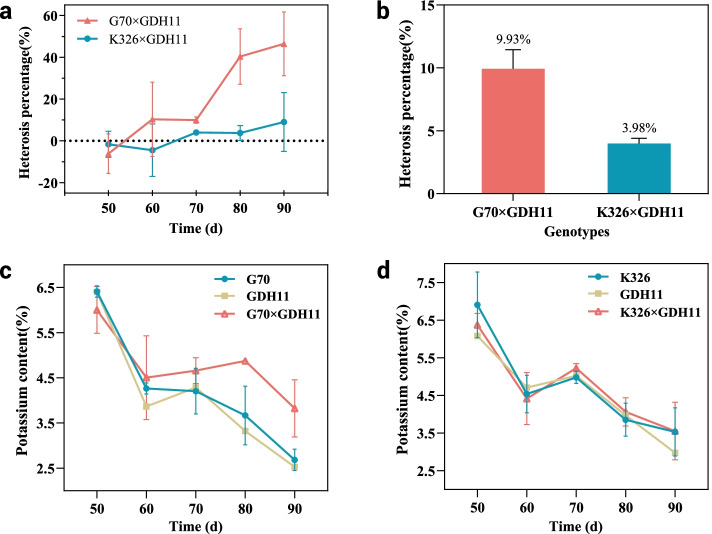
Heterosis and variation trend of K^+^ content in tobacco leaves. **a** shows the change trend of heterosis of K^+^ content of F_1_ hybrid during tobacco leaf growth. **b** shows the heterosis value of H and l hybrids at 70 days after transplanting. **c** and **d** respectively represent the change trend of K^+^ content of H and L hybrids and their parents after 50 ~ 90 days of transplantation

### Transcriptome differences of leaves between parents and F_1_ hybrids

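Leaves sampled 70 days after transplantation gave 18 RNA-seq libraries, with 3 libraries in each of 6 groups. The G70 cross comprised the female parent G70 (HP1), the male parent GDH11 (HP2) and the hybrid H. The K326 cross comprised the female parent K326 (LP1), the male parent GDH11 (LP2) and the hybrid L, so that GDH11 entered as a separate group of libraries in each cross. The authors removed short and low-quality reads, mapped the others to the genome of K326 with TopHat2 and estimated gene abundance with RSEM. They deposited the FPKM (the number of fragments of a gene, scaled for its transcript length and for the mapped fragments of the library) of 69500 genes in each library, under Nitab4.5 identifiers. FPKM are not counts. The sum of FPKM per library lay between 756861.83 and 818036.71, and between 37.7% and 44.0% of the genes were listed at 0. The depth is that of the paper's Additional file 2, which gives between 65242556 and 91575831 mapped reads per library with a median of 80347361. The paper's mapped reads had a group median of 85140037 in HP1 (from 79865754 to 89787156), 88019664 in H (from 70829154 to 91575831) and 79168805 in HP2 (from 70945786 to 86169018). They had a group median of 87409019 in LP1 (from 80571655 to 89529294), 80123067 in L (from 79610102 to 83825508) and 75561403 in LP2 (from 65242556 to 77022896).

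Differences were tested on log2(FPKM + 1), the scale of Fig. 5, with limma's moderated test and Benjamini-Hochberg adjustment, in one fit over the 9 libraries of a cross. No further scaling was applied. Genes with at least 1 FPKM in at least 3 libraries of a cross were tested (33991 genes in the G70 cross and 33493 in the K326 cross). A gene was called a differentially expressed gene (DEG) at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. On this scale the change of genes with low FPKM is understated. The mid-parent was the mean of both parental groups on the log2 scale. Tobacco is allotetraploid, and RSEM may divide reads between near-identical gene copies, so single members of a gene pair are less certain than other genes.

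Additional file 13 lists RNA-seq values for 15 of the 18 libraries. HP1 replicate 1, H replicate 3 and HP2 replicate 1 are the libraries it leaves out, and the paper gives no reason. For 10 genes that it tabulates, the group values equal the mean of replicates 2 and 3 in HP1 for 8 genes, of replicates 1 and 2 in H for 7 genes and of replicates 2 and 3 in HP2 for 8 genes, and those of the K326 cross equal the mean of all 3 replicates for 10 genes. In HP1, H and HP2 the group value of 1 gene each equals the mean of all 3 replicates. The deposited group tables differ for HP1, where they equal the mean of replicates 1 and 2. Results of the G70 cross are given first over the 6 libraries that Additional file 13 lists, with genes of at least 1 FPKM in at least 2 libraries, and then over all 9. Of the 27 ways to keep 2 libraries per group, this one gave 2915 DEGs between H and the mid-parent, and the others gave from 4 to 149. In each group the library left out was the least like the other 2. Leaving it out narrows the spread within groups, so standard errors and adjusted p over the 6 libraries may be too small. On the first principal component of log2(FPKM + 1), which held 38.1% of the variance, the libraries left out were at 82.3 (HP1 replicate 1), -70.8 (H replicate 3) and 58.6 (HP2 replicate 1). The other libraries of these groups were at -52.4 and -40.8 (HP1), 56.2 and 51.5 (H), and -49.6 and -58.8 (HP2). Pearson's r between libraries, across genes that are not independent replicates, was between 0.867 and 0.970 within groups of the G70 cross and between 0.835 and 0.963 across its groups. In the K326 cross it was between 0.818 and 0.975 within groups and between 0.794 and 0.956 across groups.

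**Figure D1:**
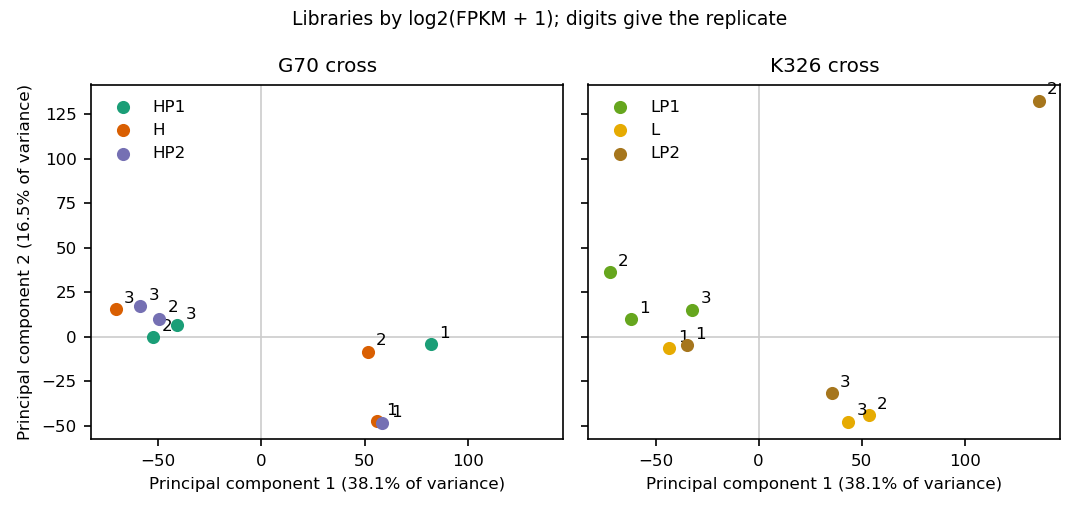
The 18 libraries on the first and second principal components of log2(FPKM + 1), which hold 38.1% and 16.5% of the variance. H replicate 3 (at -70.8 on the first component) lies apart from H replicates 1 and 2 (at 56.2 and 51.5), and LP2 replicate 2 (at 135.9 and 132.6) lies apart from all others.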

We used two hybrids with different hybridization advantages and their parents as sequencing materials to construct 18 cDNA libraries and then sequenced them on NovaSeq 6000 platform. The average error rate of all samples was 0.02% (Q20 > 98%, Q30 > 94%, and GC content > 43%) (Additional file 2). The clean sequence accounted for more than 99% of the total sequence (Additional file 3). The results revealed that the sequencing data was reliable and used for further analyses.

To discover the reasons for K^+^ content heterosis at the transcriptome level, DESeq2 software was used to compare the DEGs between hybrid and its parents. The DEGs between the two parents were also analyzed. At *P* ≤ 0.05 and |log2 Fold Change| ≥ 1, we identified that 2879 genes were up-regulated and 1784 genes were down-regulated between H hybrid and HP1 (female parent G70); 2417 genes were up-regulated, and 1631 genes were down-regulated between H hybrid and HP2 (male parent GDH11); 3164 genes were up-regulated and 2200 genes were down-regulated between mid-parent and H hybrid; and 369 genes were up-regulated and 425 genes were down-regulated in HP1 and HP2, respectively (Fig. 2a and b). 

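Over the 6 libraries of Additional file 13, 930 genes were higher and 1476 lower in H than in HP1 among the 34146 genes tested. H had 928 genes higher and 1323 lower than HP2, and 1289 higher and 1626 lower than the mid-parent. HP1 had 75 genes higher and 83 lower than HP2. Over all 9 libraries, 100 genes were higher and 66 lower in H than in HP1, 71 were higher and 72 lower than in HP2, and 91 were higher and 73 lower than in the mid-parent. HP1 then had 65 genes higher and 92 lower than HP2. Of the genes called over all 9 libraries, 166 of 166 (H against HP1), 141 of 143 (H against HP2), 160 of 164 (H against the mid-parent) and 114 of 157 (HP1 against HP2) were called in the same direction over the 6 libraries. Among the settings tried, unadjusted p over the 6 libraries moved the counts most, to 1837 genes higher and 2220 lower in H than in HP1. In the 6 libraries, median-of-ratios scaling raised the median log2 fold change of all genes between H and HP1 by 0.16 and gave 1066 genes higher and 854 lower, so which direction was more frequent depended on the scaling.

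The files and the paper pair few gene identifiers with names, so the gene with the largest rise and the gene with the largest fall in H are given by identifier. Nitab4.5_0001013g0040 was listed at 73.4, 97.3 and 135.6 FPKM in H, at 0, 0 and 0.71 FPKM in HP1 and at 0.29, 0 and 0.85 FPKM in HP2. Its log2 fold change against the mid-parent was 6.00 (standard error 0.33, adjusted p = 0.00133 from limma with Benjamini-Hochberg adjustment) over the 6 libraries. Over all 9 it was 6.31 (standard error 0.29, adjusted p = 3.58e-05 from the same limma test), and it stayed between 6.08 and 6.52 in the 9 fits that each left out 1 library. Nitab4.5_0000363g0010 was listed at 0.05, 0 and 0.06 FPKM in H, and was at 124 ± 20.6 FPKM in HP1 and 36.8 ± 7.58 FPKM in HP2 (SD, n = 3). The log2 fold change was -5.99 (standard error 0.22, adjusted p = 0.000498 from limma) over the 6 libraries and -6.04 (standard error 0.18, adjusted p = 2.71e-06 from limma) over all 9.

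**Figure D2:**
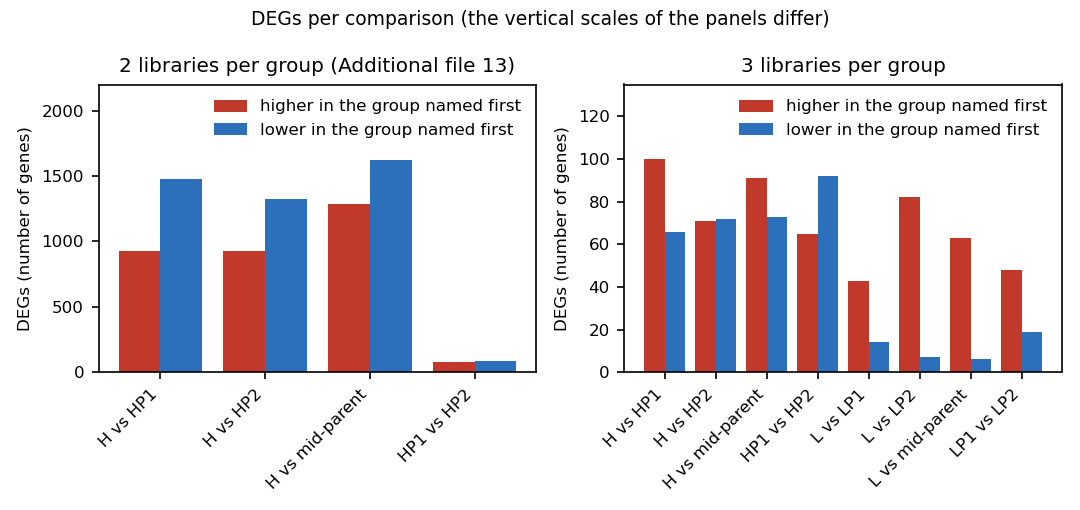
Number of DEGs called higher or lower in each comparison, over all 3 libraries per group and over the libraries of Additional file 13. H against HP1 changes from 166 DEGs over all libraries to 2406 over the libraries of Additional file 13.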

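In the K326 cross, where all 9 libraries were used, 43 genes were higher and 14 lower in L than in LP1, and 82 were higher and 7 lower in L than in LP2. With unadjusted p, 1059 genes were higher and 1148 lower in L than in LP1, and 542 were higher and 346 lower than in LP2. Single libraries decided part of these counts. Without L replicate 1, 338 genes were called between L and LP1, and without L replicate 2, 27 were. Same-numbered libraries of L and LP2 deviated together, and with the replicate number as a block 54 genes were higher and 5 lower in L than in LP2. Nitab4.5_0000697g0230 had the largest rise in L, with 223 ± 30.9 FPKM in L, 2.32 ± 1.32 in LP1 and 7.06 ± 5.46 in LP2 (SD, n = 3). On the log2 scale its fold change against the mid-parent was 5.62 (standard error 0.48, adjusted p = 0.00124 from limma with Benjamini-Hochberg adjustment). Nitab4.5_0001013g0040, which rose most in H, was listed at 85.6, 38.6 and 28.8 FPKM in L, at 0 in every LP1 library and at 0, 0.33 and 0 FPKM in LP2. Nitab4.5_0000787g0200 had the largest fall, with 1.84 ± 0.846 FPKM in L, 27.3 ± 10.2 in LP1 and 5.86 ± 1.76 in LP2 (SD, n = 3). Its fold change on the log2 scale was -2.29 (standard error 0.30, adjusted p = 0.0186 from limma), and 3 of the 9 fits that each left out 1 library called it.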

We also identified that 1148 genes were up-regulated and 1381 were down-regulated in L hybrid and LP1 (female parent K326), 172 were up-regulated, and 205 were down-regulated in L hybrid and LP2 (male parent GDH11), respectively. 135 genes were up-regulated, and 271 were down-regulated in the middle parent and NH hybrids, whereas 422 genes were up-regulated and 388 genes were down-regulated in LP1 and LP2, respectively (Fig. 2c and d, Additional file 4). 

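L had 63 genes higher and 6 lower than the mid-parent, and LP1 had 48 higher and 19 lower than LP2. The median log2 fold change of all genes was 0.22 between L and LP2, 0.20 between LP1 and LP2 and 0.13 between L and the mid-parent. Quantile normalization lowered these medians (shifts of -0.20, -0.19 and -0.10) and gave 65 genes higher and 18 lower in L than in the mid-parent. LP2 replicate 2, the library with the fewest genes at 1 FPKM or more (27527, against 31474 to 33091 in the other libraries), moved both counts. Without it, 108 genes were called between L and the mid-parent (78 higher and 30 lower in L). Between LP1 and LP2, 93 were then called (48 higher and 45 lower in LP1). The excess of higher genes in these comparisons thus depended in part on this library.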

H exhibited more differential genes than L, which might be one of the reasons for K^+^ content in H hybrids.

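Against the female parent, 2406 genes were called in H over the 6 libraries of Additional file 13 and 166 over all 9, beside 57 in L. Against the male parent the numbers were 2251 and 143 in H and 89 in L, and against the mid-parent 2915 and 164 in H and 69 in L. H had more DEGs than L in these comparisons over both sets of libraries. Over all 9 libraries the order depended on the p-value used. Unadjusted p gave fewer genes in H than in L in each of these comparisons, with 511 and 2207 against the female parent, 472 and 888 against the male parent and 402 and 916 against the mid-parent. Single libraries also changed the order. Between L and LP1, 338 genes were called without L replicate 1 and 190 without LP2 replicate 2, more than the 166 between H and HP1. Between H and HP2, 80 were called without HP2 replicate 2, 82 without HP2 replicate 3 and 85 without H replicate 1, fewer than the 89 between L and LP2. Fits over only the groups compared gave 123 genes between H and HP1 and 130 between L and LP1. The libraries behind the deposited group means, a setting chosen after seeing the data, gave 51 genes between H and HP2 and 46 between H and the mid-parent, fewer than in L. When the difference between the hybrids was itself tested, as (H minus its mid-parent) minus (L minus its mid-parent), 24 genes had a more positive and 24 a more negative effect in H over the 15 libraries. Over all 18 libraries, 11 were more positive and 18 more negative. From the larger number of DEGs in H, the paper proposes that these genes may be among the reasons for the K+ content of H.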

**Fig. 2:**
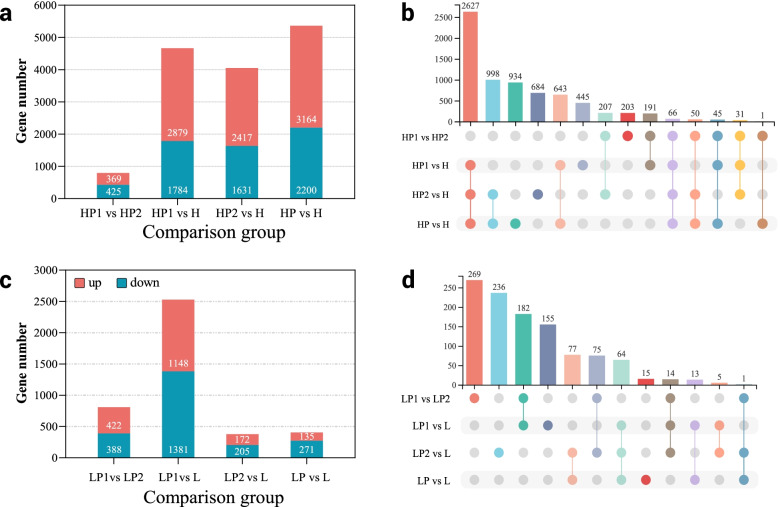
Total DEGs and distribution in hybrids and their parents. **a** and **b** respectively represent the total number of DEGs in H and L hybrids and their parents. **c** and **d** respectively represent the common differential genes of DEGs in each comparison group

### F1 hybrid demonstrated overdominant gene expression pattern

To analyze hybrids and parents, DEGs were divided into 12 expression patterns (P1–P12, Fig. 3a) [40]. Genes in P1 and P2 patterns exhibited additive expression. Genes in P3–P6 patterns were the dominant expression. Genes in the P7-P12 pattern exhibited a transgressive expression, among which P7–P9 were down-regulated overdominant expression, whereas P10–P12 genes were up-regulated over-dominance. Among the overdominant genes, 632, 617, and 1498 genes of H hybrid revealed up-regulated overdominant expression pattern, whereas 317, 1350, and 429 genes demonstrated down-regulated over-dominance expression pattern. 

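Genes called between H and at least 1 parent were taken as the DEGs of the cross. Overdominant genes were those called against both parents in the same direction. With the 6 libraries of Additional file 13, 540 of 3230 DEGs were overdominant up and 875 were overdominant down. HP1 and HP2 did not differ by these calls in 539 of the former (P12) and 874 of the latter (P8). With all 9 libraries, 41 of 229 DEGs were overdominant up and 37 were overdominant down, with 40 genes in P12, 35 in P8, 1 each in P7, P9 and P10, and 0 in P11. At unadjusted p, 90 genes were overdominant up and 107 down over all 9 libraries. In 100 groupings of the 9 libraries into 3 groups, the real one included, 3 had as many genes overdominant up and 3 had as many overdominant down as the real groups.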

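In L, 31 of 115 DEGs were overdominant up, all of them in P12, and 0 were overdominant down. At unadjusted p these numbers were 156 and 121. In the 9 fits that each left out 1 library, between 19 and 35 genes were overdominant up and between 0 and 3 overdominant down.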

Overall, 531, 44, and 195 genes in L hybrid with up-regulation over-dominance expression pattern, and 65, 206, and 532 genes with down-regulation over-dominance expression pattern were present (Fig. 3b). Among the non-additive expression genes (P3–P12), the H hybrid exhibited the highest proportion (80.89%) in the expression pattern of overdominant (P7–P12), and the L hybrid had the highest proportion (57.28%) in the expression pattern of P7–P12 (Fig. 3c). Therefore, our results revealed that the overdominant expression was the primary cause of heterosis of K^+^ content in tobacco leaves.

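The share of overdominant genes among the DEGs of H was 43.8% over the 6 libraries of Additional file 13 (95% Wilson interval 42.1% to 45.5%) and 34.1% over all 9 (95% Wilson interval 28.2% to 40.4%). Among the DEGs of L it was 27.0% (95% Wilson interval 19.7% to 35.7%). These intervals cover counting error alone and treat genes as independent. A group that is compared with both others shares its libraries between the comparisons, so the same share was computed with each parent in the place of the hybrid. Over the 6 libraries, which leave out the library least like the others in each group, it was 3.56% for HP1 and 3.30% for HP2. Over all 9 it was 27.8% for HP1 (95% Wilson interval 22.6% to 33.6%) and 22.1% for HP2 (17.4% to 27.7%), and the first interval overlaps that of H. In the K326 cross it was 11.7% for LP1 (6.97% to 19.0%) and 28.9% for LP2 (21.6% to 37.6%). In 20 simulations of 3 unchanged groups, 0 genes were called at adjusted p. The noise of each gene was drawn independently, so the simulations hold no difference between libraries that many genes share. They cannot show what such a difference gives. The share of H was reached in 2 of 100 groupings of its 9 libraries, the real one included, and the highest other share was 83.6%. At unadjusted p the median share in the simulations was 13.4% in the G70 cross and 12.9% in the K326 cross. In the data it was 25.3% in H over all 9 libraries and 9.87% in L. Over the 6 libraries it was 46.9% in H, for which this share was not simulated separately. Across the settings tried, other choices of 2 libraries per group aside, the lowest share in H was 15.6% (at least 1 FPKM in every library). The highest was 94.9% (unadjusted p over the 6 libraries with patterns by group means), and both settings were chosen after seeing the data. The 27 ways to leave out 1 library per group, also run after seeing the data, gave shares in H from 12.5% (4 or 2 overdominant genes) to 45.5%. When a DEG counted as overdominant wherever the hybrid's mean lay outside both parental means, the share over all libraries was 65.5% in H and 78.3% in L. This rule gives high shares without any difference. At unadjusted p its median share was 87.1% in the simulations of the G70 cross and 88.0% in those of the K326 cross, above the 76.5% of H and 81.7% of L in the data, while over the 6 libraries it was 86.4%, below the 94.9% of H. The paper's Results take the share among non-additive genes (P3–P12) and its Conclusions among the differential genes. Non-additive genes were taken here as the overdominant and dominant ones, without the DEGs in no pattern (1664 in H over the 6 libraries, 32 over all 9 and 36 in L). The paper divides its DEGs into 12 patterns, so its base may not be the same. Among non-additive genes alone the share in H was 91.1% over the 6 libraries, a setting chosen after seeing the data, and 40.0% over all 9, and in L it was 39.2%. At unadjusted p this share was 81.9%, 40.3% and 20.4%, where simulations of unchanged groups gave 34.6%, 35.0% and 35.4%. The share among all DEGs of L at adjusted p was 9.14% without L replicate 1 and 41.5% without L replicate 2.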

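Dominant genes were those called against 1 parent and not the other where the parents also differed, and additive genes were those called in opposite directions against the parents. In the 6 libraries of Additional file 13, 12 DEGs of H were additive, 139 were dominant and 1664 fell in none of the 12 patterns, because H was called against 1 parent and the parents were not called against each other. Over all 9 libraries, 2 were additive, 117 dominant and 32 in no pattern. In L, 0 were additive, 48 dominant and 36 in no pattern. Overdominant genes outnumbered dominant genes in H over the 6 libraries, and dominant genes outnumbered overdominant genes over all libraries in both hybrids. From the share of overdominant genes in H and L, the paper concludes that overdominant expression was the primary cause of the heterosis of K+ content.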

**Fig. 3:**
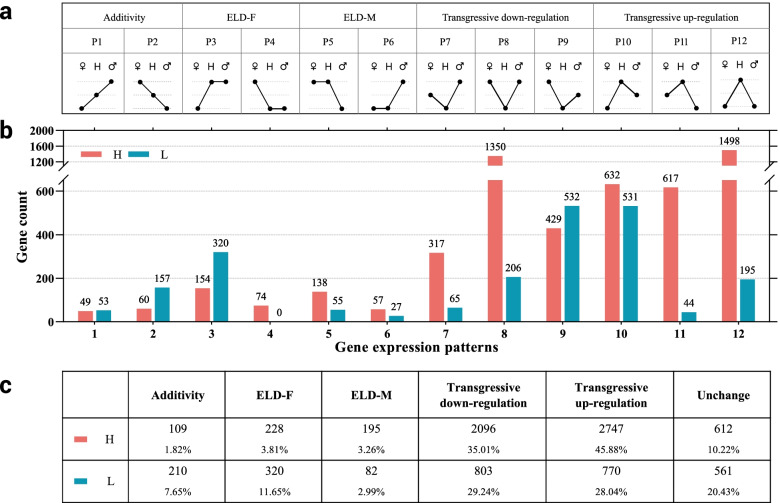
The 12 presumptive additive or non-additive gene expression patterns in F1 hybrid compared to its parents. **a** Expression patterns of 12 types of DEGs. ♂, male parent; H, hybrid; ♀, female parent. **b** the number of genes of each of the 12 expression patterns in H and L hybrids. **c** the number and proportion of five total expression patterns in DEGs

### Functional enrichment analysis of overdominant genes

To understand the functions of the overdominant genes, the GO function enrichment analysis of overdominant genes in H hybrid and non-overdominant genes in L hybrid was carried out. As shown in Fig. 4a, the up-regulated overdominant genes in the H hybrid were significantly enriched in photosynthesis, pigment metabolism, tetrapyrrole metabolism, ion homeostasis, cation homeostasis, and other functions (Additional file 5, *P* < 0.05). On the contrary, down-regulated overdominant genes were significantly enriched in ethylene binding, potassium ion transmembrane transport, and potassium channel activity (Fig. 4b, Additional file 6, *P* < 0.05). The non-overdominant genes in the L hybrid were significantly enriched in the potassium ion homeostasis, metal ion homeostasis, calcium ion homeostasis, and potassium chloride transporter activity (Additional file 7, *P* < 0.05).

**Fig. 4:**
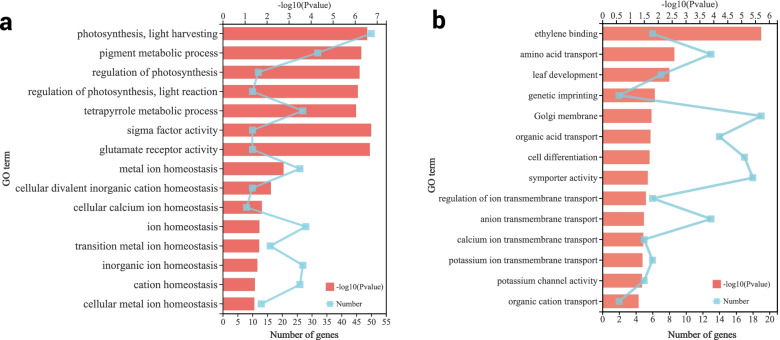
Enriched GO terms for DEGs among *Nicotiana tabacum* L. hybrids and their parents. **a** Enrichment of up-regulated overdominant genes in the H hybrids; **b** Enrichment of non-overdominant genes in the L hybrids

Interestingly, the up-regulation of overdominant genes in the H hybrid exhibited opposite results. We compared and analyzed the up-regulated overdominant expression gene set of H hybrid and the non-overdominant expression gene set of L hybrid. The results revealed 218 common genes in the up-regulated overdominant expression gene set of H hybrid and the non-overdominant expression gene set of L hybrid, which were significantly enriched in ionic glutamate receptor activity and gated ion channel activity (Additional file 8, *P* < 0.05). These channels have been shown to maintain ion homeostasis in plants [13, 41, 42], proving that the formation of K^+^ content heterosis might be related to the overdominant expression of genes associated with K^+^ homeostasis in hybrid tobacco leaves.

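With the 6 libraries of Additional file 13 for H and all 9 for L, 17 genes were both overdominant up in H (540 genes) and DEGs without overdominance in L (84 genes), where 1.37 would be expected from the sizes of these sets among the 33039 genes tested in both crosses. Over all libraries, the common genes were 11 (41 in H and 84 in L), with 0.104 expected among 33040 genes. In the 18 fits that each left out 1 library this number lay between 5 and 12, the lowest without L replicate 3. At unadjusted p over the 6 libraries, 320 genes were common.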

### Overdominant expression of K^+^ homeostasis and transport genes

To analyze the molecular basis of K^+^ heterosis formation, we identified seven core family genes for K^+^ transport and homeostasis in tobacco (Additional file 9). In brief, protein sequences of well-characterized genes of each family from *Arabidopsis thaliana* were used as BLAST query sequences (Additional file 10), and the following sequences in tobacco were filtered by stringent threshold (E-value < 1E-25, % identity > 30 and % query coverage > 30). The genes were identified and verified using a phylogenetic tree (Additional file 11). 

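Additional file 9 lists 26 genes, 6 of KAT1/2 and 2 each of KEA1/2, KEA3, KEA5, NHX1, TPC1, TPKs, GORK, AKT2, CIPK5 and CIPK6. All but 1 (25 genes) had enough FPKM to be tested. KAT1/2 Nitab4.5_0000420g0100 was not tested, with 0.0867 ± 0.0808 FPKM in H, 0.150 ± 0.131 in HP1 and 0.270 ± 0.157 in HP2 (SD, n = 3). Over the 6 libraries of Additional file 13, H differed from HP1 in 5 genes, from HP2 in 4 and from the mid-parent in 5. When p was adjusted over the list alone, these numbers were 5, 6 and 6, and the unadjusted p was under 0.05 for 13, 15 and 15 genes. Against at least 1 parent, 6 genes were called, 3 of them overdominant down and 0 overdominant up. With all 9 libraries, 0 genes were called in H against either parent or the mid-parent, whether adjusted over all genes or adjusted over the list alone. The unadjusted p was then under 0.05 for 1 gene against HP1, 0 against HP2 and 1 against the mid-parent. In L, 0 genes were called over all genes or adjusted over the list alone, and the unadjusted p was under 0.05 for 4 genes against LP1, 2 against LP2 and 3 against the mid-parent. The list was chosen by the authors from protein similarity and not from these libraries.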

A total of 26 coding sequences of K^+^ channels and transporters have been identified in the tobacco genome. In tobacco, protein sequences of K^+^ channels and K^+^ transporters exhibited a clear topological relationship, with high bootstrap values (*Solanum lycopersicum* L., *Arabidopsis thaliana*, *Capsicum annuum* L., and *Oryza sativa* Linn.).

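In the 6 libraries of Additional file 13, the 5 tested KAT1/2 genes were lower in H than in the mid-parent, and KAT1/2 Nitab4.5_0005812g0020 was called, against HP2 alone. Its log2 fold change against HP2 was -1.12 (standard error 0.22, adjusted p = 0.0369 from limma with Benjamini-Hochberg adjustment), and -0.46 (standard error 0.43) over all 9. Over all 9 libraries, 4 of the 5 were lower than the mid-parent. KAT1/2 Nitab4.5_0001672g0020 had a log2 fold change against the mid-parent of -0.68 (standard error 0.20) over the 6 libraries and -0.18 (standard error 0.32) over all 9. KAT1/2 Nitab4.5_0000010g0030, marked in Fig. 5, had a log2 fold change of -0.77 (standard error 0.27) over the 6 libraries and -0.28 (standard error 0.34) over all 9, where it was at 0.653 ± 0.414 FPKM in H, 1.11 ± 0.692 in HP1 and 1.07 ± 0.996 in HP2 (SD, n = 3). GORK Nitab4.5_0006940g0020 was at 1.18 ± 0.583 FPKM in H, 2.88 ± 1.68 in HP1 and 2.26 ± 1.11 in HP2. Its log2 fold change was -1.14 (standard error 0.26, adjusted p = 0.0364 from limma) over the 6 libraries, with a call against HP1 and none against HP2. Over all 9 it was -0.66 (standard error 0.34), and lay between -0.87 and -0.51 in the fits that each left out 1 library. AKT2 Nitab4.5_0001744g0070 was higher in H than in the mid-parent on the log2 scale and, in mean FPKM over all 9 libraries, higher than in HP1 alone, with 92.6 ± 57.3 FPKM in H, 67.9 ± 23.9 in HP1 and 99.7 ± 84.8 in HP2. The log2 fold change was 1.08 (standard error 0.30, adjusted p = 0.0587 from limma) over the 6 libraries and 0.16 (standard error 0.54) over all 9, and -0.30 without H replicate 1. The other AKT2 gene, Nitab4.5_0000816g0130, was at 22.5 ± 4.07 FPKM in H, 18.2 ± 2.85 in HP1 and 27.3 ± 1.98 in HP2. CIPK5 Nitab4.5_0000462g0210 had a log2 fold change of -1.19 (standard error 0.18, adjusted p = 0.0138 from limma) over the 6 libraries, with a call against HP1 alone, and of -0.76 (standard error 0.33) over all 9. CIPK5 Nitab4.5_0005171g0010 was at 0.57 (standard error 0.26) over the 6 libraries and -0.29 (standard error 0.53) over all 9. In L the former gene was at 2.20 ± 1.14 FPKM, with 0.770 ± 0.221 in LP1 and 1.53 ± 1.11 in LP2, a log2 fold change of 0.59 (standard error 0.30, adjusted p = 0.592 from limma). The latter was at 4.57 ± 2.65 FPKM in L, 1.03 ± 0.345 in LP1 and 1.5 ± 1.25 in LP2, a log2 fold change of 1.27 (standard error 0.42, adjusted p = 0.417 from limma). Also in L, AKT2 Nitab4.5_0001744g0070 had a log2 fold change of 0.91 (standard error 0.40, adjusted p = 0.530 from limma) and KAT1/2 Nitab4.5_0000010g0030 one of -0.75 (standard error 0.23, adjusted p = 0.382 from limma). Apart from the calls over the 6 libraries, these differences did not pass the threshold.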

In leaves (Fig. 5), K^+^ channel genes (*KAT1/2, GORK*, and *AKT2*) demonstrated the down-regulation of overdominant expression in the H hybrid, and the *GORK* activity regulatory complex *CBL-CIPK5* revealed down-regulated overdominant expression in the H hybrids and up-regulated overdominant expression in L hybrids. *AKT2* activity regulation complex *CBL-CIPK6* was down-regulated in H hybrid in an overdominant expression mode, and tandem pore K + channels *TPKs* down-regulated the overdominant expression in H hybrid, and the expression of *TPCs* in H and L hybrid was equivalent to that of their parents. 

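With the 6 libraries of Additional file 13, both CIPK6 genes and 1 of the TPKs genes were overdominant down in H. These 6 leave out the library least like the others in each group, so their standard errors and adjusted p may be too small. CIPK6 Nitab4.5_0006408g0010 had a mean of 36.3 FPKM in H, 118 in HP1 and 98.0 in HP2 over the 6 libraries, a log2 fold change against the mid-parent of -1.53 (standard error 0.22, adjusted p = 0.0127 from limma with Benjamini-Hochberg adjustment). With all 9 libraries it was at 84.9 ± 84.1 FPKM in H, 86.5 ± 55.4 in HP1 and 85.8 ± 28.0 in HP2 (SD, n = 3), a log2 fold change of -0.28 (standard error 0.66). It was 0.14 without H replicate 1 and 0.07 without H replicate 2. CIPK6 Nitab4.5_0004815g0040 had a log2 fold change of -1.35 (standard error 0.23, adjusted p = 0.0191 from limma) over the 6 libraries. Over all 9 it was at 132 ± 126 FPKM in H, 112 ± 69.6 in HP1 and 117 ± 55.5 in HP2, a log2 fold change of -0.0028 (standard error 0.70). It was above 0 under median-of-ratios scaling (0.062) and in 6 of the 9 fits that each left out 1 library, up to 0.52 without H replicate 1.

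TPKs Nitab4.5_0005906g0010 was at 5.21 ± 4.75 FPKM in H, 7.57 ± 4.40 in HP1 and 6.58 ± 3.93 in HP2. On the log2 scale its fold change was -1.54 (standard error 0.23, adjusted p = 0.0132 from limma) over the 6 libraries and -0.47 (standard error 0.55) over all 9. TPKs Nitab4.5_0003491g0060 fell by less than the threshold, with a log2 fold change of -0.81 (standard error 0.19, adjusted p = 0.0387 from limma) over the 6 libraries and -0.25 (standard error 0.34) over all 9. Both TPKs genes kept their direction under both scalings tried. The TPC1 genes had log2 fold changes in H of -0.20 (standard error 0.18) for Nitab4.5_0004344g0030 and -0.15 (standard error 0.16) for Nitab4.5_0000512g0020 over the 6 libraries, and the latter was 0.12 (standard error 0.21) over all 9. Median-of-ratios scaling changed the sign of the latter over the 6 libraries (0.01) and of the former over all 9 (0.05). In L they were 0.35 (standard error 0.43) and 0.29 (standard error 0.26), and none of these differences of TPC1 passed the threshold.

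**Figure D3:**
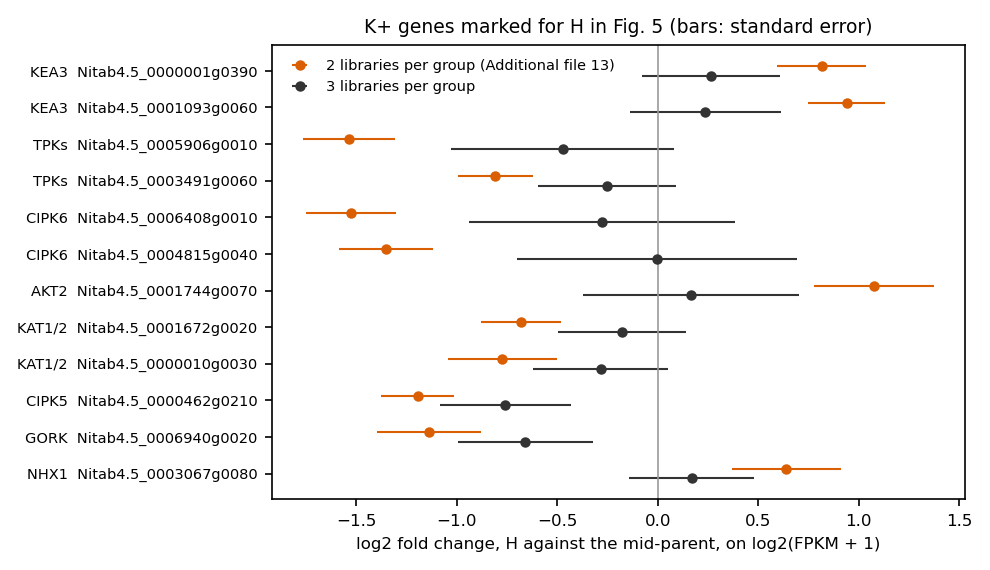
Log2 fold change on log2(FPKM + 1) between H and the mid-parent for the tested K+ genes that Fig. 5 marks in H, over the 6 libraries of Additional file 13 and over all 9, with the standard error as bars. CIPK6 Nitab4.5_0006408g0010 moves from -1.53 to -0.28, and CIPK6 Nitab4.5_0004815g0040 moves from -1.35 to -0.0028, with a value of 0.062 under median-of-ratios scaling of all 9.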

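NHX1 Nitab4.5_0003067g0080 was at 7.37 ± 3.41 FPKM in H, 6.18 ± 1.90 in HP1 and 6.39 ± 2.50 in HP2 (SD, n = 3). Its fold change on the log2 scale between H and the mid-parent was 0.64 (standard error 0.27, adjusted p = 0.154 from limma with Benjamini-Hochberg adjustment) over the 6 libraries of Additional file 13. It was 0.17 (standard error 0.31) over all 9 and -0.14 without H replicate 1. NHX1 Nitab4.5_0002455g0040 was at 17.5 ± 4.15 FPKM in H, 18.3 ± 4.03 in HP1 and 16.4 ± 3.85 in HP2. Its log2 fold change was 0.35 (standard error 0.16, adjusted p = 0.181 from limma) over the 6 libraries and 0.01 (standard error 0.22) over all 9. In L both were higher than in the mid-parent, with log2 fold changes of 0.17 (standard error 0.31) for the former and 0.37 (standard error 0.30) for the latter.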

The vacuole K^+^ transporter protein *NHXs* was up-regulated in the H hybrid.

**Fig. 5:**
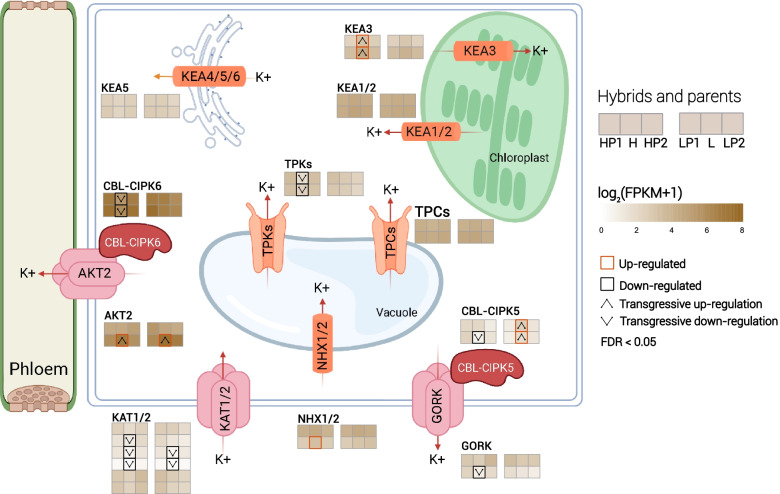
The expression and expression pattern of potassium channel and transport-related genes in H and L hybrids and their parents. Normalized expression values are color-coded according to log2 (FPKM + 1). Significantly (*P* ≤ 0.05) up-regulated and down-regulated genes are indicated by the red box and black box, respectively, and up/down-regulated overdominant expression patterns are indicated by the upper triangle and lower triangle

### qRT-PCR analysis

We randomly selected 9 DEGs for qRT-PCR analysis to verify the DEGs selected by transcriptome. The *Actin* gene was used as the internal reference gene to standardize the expression level of each gene. Additional file 12 lists the genes and corresponding primers used in qPCR. 

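For the 9 genes with primers in Additional file 12, the direction of each hybrid against each parent in RNA-seq was set beside the direction of the qRT-PCR values that the paper gives in Additional file 13. The Ct values this file gives for HP1 replicate 1, H replicate 3 and HP2 replicate 1 equal the mean of the other 2 replicates in 54 of 54 cases each. The qRT-PCR values of the G70 cross therefore add no separate measurement of these libraries and cannot check their RNA-seq values. Over the 15 libraries that this file lists, as over all 18, the direction was the same in 32 of 36 comparisons. In the G70 cross it was the same in 17 of 18, the exception being Nitab4.5_0002239g0050 between H and HP2, with an RNA-seq log2 fold change of 0.88 over the 6 libraries and 0.64 over all 9. In the K326 cross it was the same in 15 of 18. The exceptions were L against LP2 for Nitab4.5_0001800g0020 (0.36), Nitab4.5_0000559g0040 (0.09) and Nitab4.5_0008360g0020 (0.09), and for the last 2 genes the paper's own RNA-seq means give the qRT-PCR direction. In size, the median log2 fold change of the comparisons of H was 1.11 over the 6 libraries and 0.35 over all 9. Over the 6 libraries, 4 of the 36 comparisons were called DEGs by limma, namely Nitab4.5_0000063g0110 and Nitab4.5_0009879g0010 against both HP1 and HP2. Over all 18 libraries, 0 were called, and 4 had an unadjusted p under 0.05. Leaving out 1 library at a time gave between 26 and 33 comparisons with the same direction, the lowest number without H replicate 2. From the similar trends, the paper concludes that the RNA-seq data were reliable.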

The results illustrated that (Fig. 6), qRT-PCR revealed consistent expression trends with RNA-seq sequencing, although the expression ploidy was slightly different, so the RNA-seq data were reliable (Additional file 13).

**Fig. 6:**
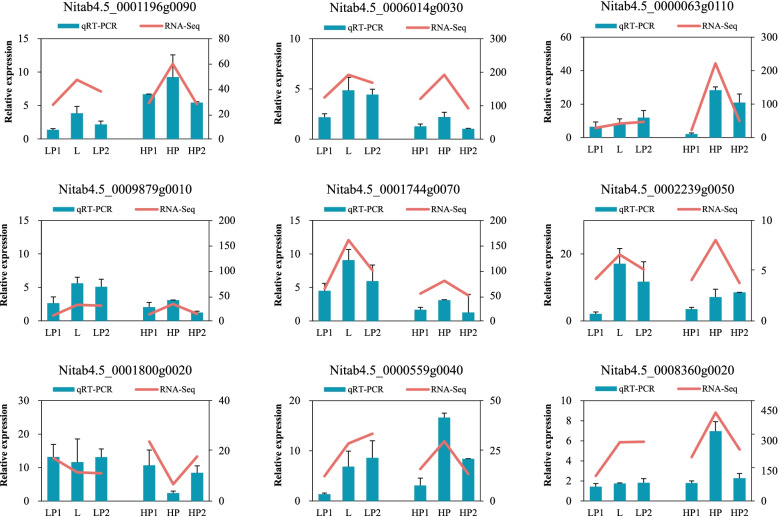
Comparison of gene expression levels of RNA-seq and qRT-PCR in two hybrids and their parents

## Discussion

K^+^ is highly mobile in plants, and part of potassium in plants is transported back to roots through the phloem. Since K^+^ is bi-directional in the plant plasma membrane, K^+^ spills out through the root system, resulting in lower K^+^ content in tobacco leaves [43]. In our study, The K^+^ content of H hybrid parents revealed a rapid downward trend from day70 to 80. However, the K^+^ content of the H hybrid demonstrated a slow upward trend. On the contrary, the K^+^ content of the L hybrid and its parents decreased rapidly, leading to lower heterosis. Transcription results revealed different expressions of K^+^ transport and homeostasis-related genes in tobacco hybrids (Fig. 4). Briefly, key genes involved in K^+^ inflow and outflow were down-regulated in the H hybrid, indicating that K^+^ flow between cells of the H hybrid was reduced compared with that of parents. 

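Of the 25 tested K+ genes, 17 were lower and 8 higher in H than in the mid-parent over the 6 libraries of Additional file 13, and 16 were lower and 9 higher over all 9. In L, 6 were lower and 19 higher. Quantile normalization changed the direction of 4 of the 25 in L, 2 in H over all 9 libraries and 0 in H over the 6, and median-of-ratios scaling changed 4, 3 and 1. Fig. 5 marks 13 genes in H, its marks being read in the gene order of Additional file 9. Of these, 12 were tested, and the fold change had the marked direction in 12 over either set of libraries. Over all 9 libraries 1 of these 12 was at -0.0028 (CIPK6 Nitab4.5_0004815g0040), and 5 of them (this gene, CIPK6 Nitab4.5_0006408g0010, AKT2 Nitab4.5_0001744g0070, NHX1 Nitab4.5_0003067g0080 and KEA3 Nitab4.5_0001093g0060) changed direction when 1 library was left out. Their overdominant pattern was called in 3 over the 6 libraries and in 0 over all 9, where the unadjusted p against the mid-parent was under 0.05 for 1. Of the 5 genes marked in L, 4 were tested, 4 had the marked direction and 0 were called, with an unadjusted p under 0.05 for 3.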

Compared with the L hybrid, K^+^ outflow decreased, thus forming heterosis.

The Vacuole is a K^+^ pool. Tandem pore channels *TPKs* and *TPCs* participate in the efflux of vesicular K^+^ from the vesicle into the cytoplasm and play a crucial role in maintaining K^+^ homeostasis. Previous studies have shown that Over-expression of *TPKs* alters K^+^ homeostasis in the vesicle [44], and the *NHXs* control the influx of K^+^ into vacuoles and the homeostasis of K^+^ [45]. Our study revealed that the *TPKs* down-regulate expression in H hybrids, and with the up-regulation of *NHX1/2* expression, the heterozygous advantage of K^+^ content in the leaves of H hybrids developed due to the influx and storage of more K^+^ in the vesicles. At the same time, the K^+^ in the vesicles was more stable than that of their parents, thus promoting a stable and slow increase in K^+^ content of the tobacco leaves of the H hybrids, consistent with the change trend of potassium content in tobacco leaves.

K^+^ channel can be divided into two parts: the channel region, which selects and allows potassium ions to pass through, and the gated switch, which is controlled by the signals in the environment. In our study, the common gene set of up-regulated overdominant expression in H hybrid and non-overdominant expression in L hybrid is significantly enriched in gated ion channel activity and ionic glutamate receptor activity. These channels are involved in cation uptakes, such as Na^+^, K^+^, and Ca^2+^, and play critical roles in pathways related to cellular ion homeostasis and development [46, 47]. However, how these gated ion channels maintain K^+^ homeostasis in tobacco leaves and then regulate heterosis of K^+^ content remains undiscovered.

K^+^ conducts a vital role in photosynthesis and determines the yield and quality of crops [10, 48, 49]. *KEA3*, as a H/K antiporter protein located in the thylakoid membrane, regulates photosynthesis and photosynthetic acclimation [49, 50]. *KEA3* is considered the vital process for high photosynthetic efficiency and CO_2_ assimilation. Our study discovered that *KEA3* up-regulated the overdominant expression in H hybrids. 

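KEA3 Nitab4.5_0001093g0060 was at 14.7 ± 6.65 FPKM in H, 11.3 ± 3.86 in HP1 and 12.7 ± 6.10 in HP2 (SD, n = 3). The log2 fold change between H and the mid-parent was 0.94 (standard error 0.19, adjusted p = 0.0278 from limma with Benjamini-Hochberg adjustment) over the 6 libraries of Additional file 13, under the fold-change threshold. Over all 9 libraries it was 0.24 (standard error 0.38), and -0.02 without H replicate 2. KEA3 Nitab4.5_0000001g0390 was at 6.34 ± 2.94 FPKM in H, 3.70 ± 0.0569 in HP1 and 6.45 ± 3.34 in HP2. On the log2 scale its fold change was 0.82 (standard error 0.22, adjusted p = 0.0568 from limma) over the 6 libraries and 0.26 (standard error 0.34) over all 9. In L both were higher than in the mid-parent by less than the threshold, with log2 fold changes of 0.61 (standard error 0.38) for the former and 0.87 (standard error 0.64) for the latter. In the 6 libraries and all 9, neither gene was called against either parent. The paper proposes that higher KEA3 expression might improve photosynthetic efficiency in H.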

GO enrichment of overdominant up-regulated genes of H hybrid resulted in significant enrichment of photosynthesis, photoresponse regulation, and chloroplast thylakoid membrane. These results indicate that up-regulation of overdominant expressed *KEA3* might improve the photosynthetic efficiency of tobacco leaves, increasing the biomass and yield of tobacco leaves [51, 52]. The biomass of the H hybrid exhibits 8.40% mid-parent heterosis (Additional file 14). However, how *KEA3* and K^+^ regulate heterosis of tobacco biomass must be further explored.

## Conclusions

The present study confirmed the heterosis of the K^+^ content of the hybrids through field trials. The comparative transcriptome analysis of hybrids and their parents revealed that heterosis was related to the overall expression pattern of genes. Compared to their parents, the H and L hybrid had 8.61% and 3.95% differential genes, respectively, and 80.89% and 57.28% of these differential genes exhibited an over-dominant expression, respectively. 

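The DEGs of H against at least 1 parent were 4.65% of the 69500 genes listed and 9.46% of those tested over the 6 libraries of Additional file 13. With all 9 libraries they were 0.329% of the genes listed and 0.674% of those tested. The DEGs of L were 0.165% of the genes listed and 0.343% of those tested. At unadjusted p, the DEGs of L were 4.04% of the genes listed, and those of H were 7.66% over the 6 libraries and 1.12% over all 9.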

The GO function enrichment of these overdominant expressed genes informed us that photosynthesis, ion homeostasis, and ion transmembrane transport were significantly enriched, which indicated that the heterosis of K^+^ content in the H hybrid might be attributed to the up-regulation of over-dominant expression of intracellular potassium homeostasis gene. In addition, K^+^ is present in the ionic state in all plant organs, and its absorption, transport, and homeostatic regulation are influenced by several transporter genes and proteins, the over-dominant expression of which may explain the heterosis of tobacco hybrids. In summary, the current study provides a new idea for understanding the related mechanism of heterosis formation of K^+^ content in tobacco leaves.

## Methods

### Plant materials, growth conditions and sample preparation

In the current study, 12 samples with different K^+^ contents were selected as parents, and 35 hybrid combinations were produced using the incomplete diallel cross (NC II) method. All materials were provided by Guizhou Key Laboratory of Tobacco Quality Research. We guarantee that the collection of plant material and experimental research and field studies on plants comply with relevant institutional, national, and international guidelines and legislation. Seeds were sown in greenhouses using the floating seedling method, and the seedlings with five true leaves were then transplanted to the field. The experiment was carried out in the tobacco research base of Guizhou University in Yangwu Township, Anshun City, in 2020 and 2021. The field experiment adopted a random block design with three replicates. The block design was as follows: 2 rows in each plot, 15 plants in each row, a total of 30 plants, with a planting distance and space of 110 × 55 cm. The parents were planted on both sides of the hybrid to reduce the test error. Samples were collected every 10 days, 50–90 days after transplanting. The method was as follows: 3 plants were randomly selected from each plot, and 9–11 leaf positions were selected for mixing. Three replicates were taken. Fresh biological samples were frozen with liquid nitrogen and then stored in an ultra-low temperature refrigerator at -80℃. In addition, the collected fresh samples were used for transcriptome sequencing analysis and RT-qPCR. The remaining samples were de-enzymed in an oven at 105℃ for 30 min, then dried to constant weight at 75℃, and the dried leaves were grounded into fine powder for subsequent determination of K^+^ content.

### Determination of K^+^ content

Briefly, 0.5 g of the sample was soaked in 0.5 mol/L diluted hydrochloric acid and filtered. Then, the K^+^ concentration was measured by flame spectrophotometer [53]. The K^+^ content was calculated according to the following formula:

$${\text{K}}^{+}\text{\%}=\frac{\text{C}\times \text{V}}{\text{G}\times {10}^{6}}\times 100$$

Where C refers to the K^+^ concentration of the liquid to be evaluated (ppm) found from the standard curve; V: the volume of the liquid to be measured; G: dry sample weight (g); 10^6^: weight conversion coefficient.

### RNA isolation and sequencing

Total RNA was extracted from the tissue using TRIzol® Reagent (Plant RNA Purification Reagent for plant tissue) according to the manufacturer’s instructions (Invitrogen), and genomic DNA was removed using DNase I (TaKara). Then RNA quality was determined by 2100 Bioanalyser (Agilent) and quantified using the ND-2000 (NanoDrop Technologies). Only high-quality RNA sample (OD260/280 = 1.8 ~ 2.2, OD260/230 ≥ 2.0, RIN ≥ 6.5, 28 S:18 S ≥ 1.0, > 1 µg) was used to construct sequencing library. Paired-end RNA-seq sequencing library was sequenced with the NovaSeq 6000 sequencer (2 × 150 bp read length).

### Transcriptomics data processing and analysis

By preprocessing the raw reads, short sequences with a length < 25 nt and low quality sequences were removed. After preprocessing, the obtained reads were mapped to the Nicotiana tabacum sequenced cultivar K326 genome [54] using the splice-aware mapping tool, Tophat2 [55]. RSEM was used to quantify gene abundances [56]. Essentially, differential expression analysis was performed using the DESeq2 [57], DEGs with |log2FC| ≥ 2 and p ≤ 0.05 were considered to be significantly different expressed genes. In addition, Gene ontology (GO) functional-enrichment analysis performed to identify which DEGs were significantly enriched in GO terms at Bonferroni-corrected *P*-value ≤ 0.05 compared with the whole-transcriptome background. GO functional enrichment were carried out by Goatools [58].

### qRT-PCR validation

For the validation of the transcriptome data, we randomly selected nine DEGs for qRT-PCR (PCR quantitative real-time) analysis. The total RNA used in the sequencing was reversely transcribed to obtain cDNA, which was used as a template to amplify the target genes, and a real-time fluorescence quantitative PCR (RT-qPCR) experiment was conducted. The RNA was reversely transcribed into cDNA using the FastKing reverse transcription kit (Tiangen, China) as per the manual’s instructions. qPCR was performed using the BIO-RAD CFX96 Real-Time qPCR system. The relative expression of each gene was calculated using 2^−△△Ct^ [59].

### Statistical analysis

SPSS 16.0 software was used for statistical analyses. The variance analysis of K^+^ content was carried out using the Duncan’s new multiple range method (*P* < 0.05). Based on the K^+^ content of tobacco leaves, the values of mid-parent heterosis (MPH) were calculated according to the following method, $$\text{M}\text{P}\text{H} \left(\text{\%}\right)=\left(\frac{{\text{F}}_{1}-\text{M}\text{P}}{\text{M}\text{P}}\right)\times 100$$, where F_1_ represents the value of the first generation of hybrid and MP represents the average value of parents $$\left(\frac{{\text{P}}_{1}+{\text{P}}_{2}}{2}\right)$$.

## Supplementary Information

**Additional file 1. **Potassium content of all test materials.

**Additional file 2. **Overview of RNA sequencing data of all 18 transcriptomes.

**Additional file 3. **Transcriptome quality control data.

**Additional file 4. **Gene differential expression analysis.

**Additional file 5. **Go enrichment of up-regulated overdominant expression genes in H hybrids.

**Additional file 6. **Go enrichment of down-regulated overdominant expression genes in H hybrids

**Additional file 7. **Go enrichment of non-overdominant expression genes in L hybrids.

**Additional file 8. **Go Enrichment of up-regulated overdominant expression in H hybrid and down-regulated overdominant gene in L hybrid.

**Additional file 9. **Identification of potassium channel and potassium transport related genes in tobacco leaves.

**Additional file 10. **Information of K^+^ channel proteins in selected species for phylogeny reconstruction.

**Additional file 11. **Phylogenetic analysis of potassium channel proteins.

**Additional file 12.** Primers used in this study.

**Additional file 13. **qRT-PCR’s Ct values.

**Additional file 14.** The biomass of H hybrid and parents.

## Data Availability

The whole *Nicotiana tabacum* genome sequence information was obtained from the solgenomics website (https://solgenomics.net/organism/Nicotiana_tabacum/genome), and the website is open to all researchers. The tobacco materials (‘G70’, ‘GDH11’, ‘K326’, ‘K326×GDH11’, ‘G70×GDH11’) used in this study were supplied by Prof. Liu Renxiang of Guizhou University. The datasets supporting the conclusions of this research article have been included in the article and as additional files. The sequencing database of parents and hybrids has been deposited at NCBI under GEO accession number (GSE198555) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198555.

## Abbreviations

DEGs: Differentially expressed genes
GO: Gene Ontology
qRT-PCR: Real-time quantitative PCR
MP: Mid parent
MPH: Mid-parent heterosis
SPSS: Statistical Product and Service Solutions

# Supplementary material for: Overdominant expression of related genes of ion homeostasis improves K+ content advantage in hybrid tobacco leaves
**Source:** BMC Plant Biol. 2022 Jul 12;22:335. doi: 10.1186/s12870-022-03719-1
**Supplement:** Supplementary file 11 — Additional file 11. Phylogenetic analysis of potassium channel proteins.

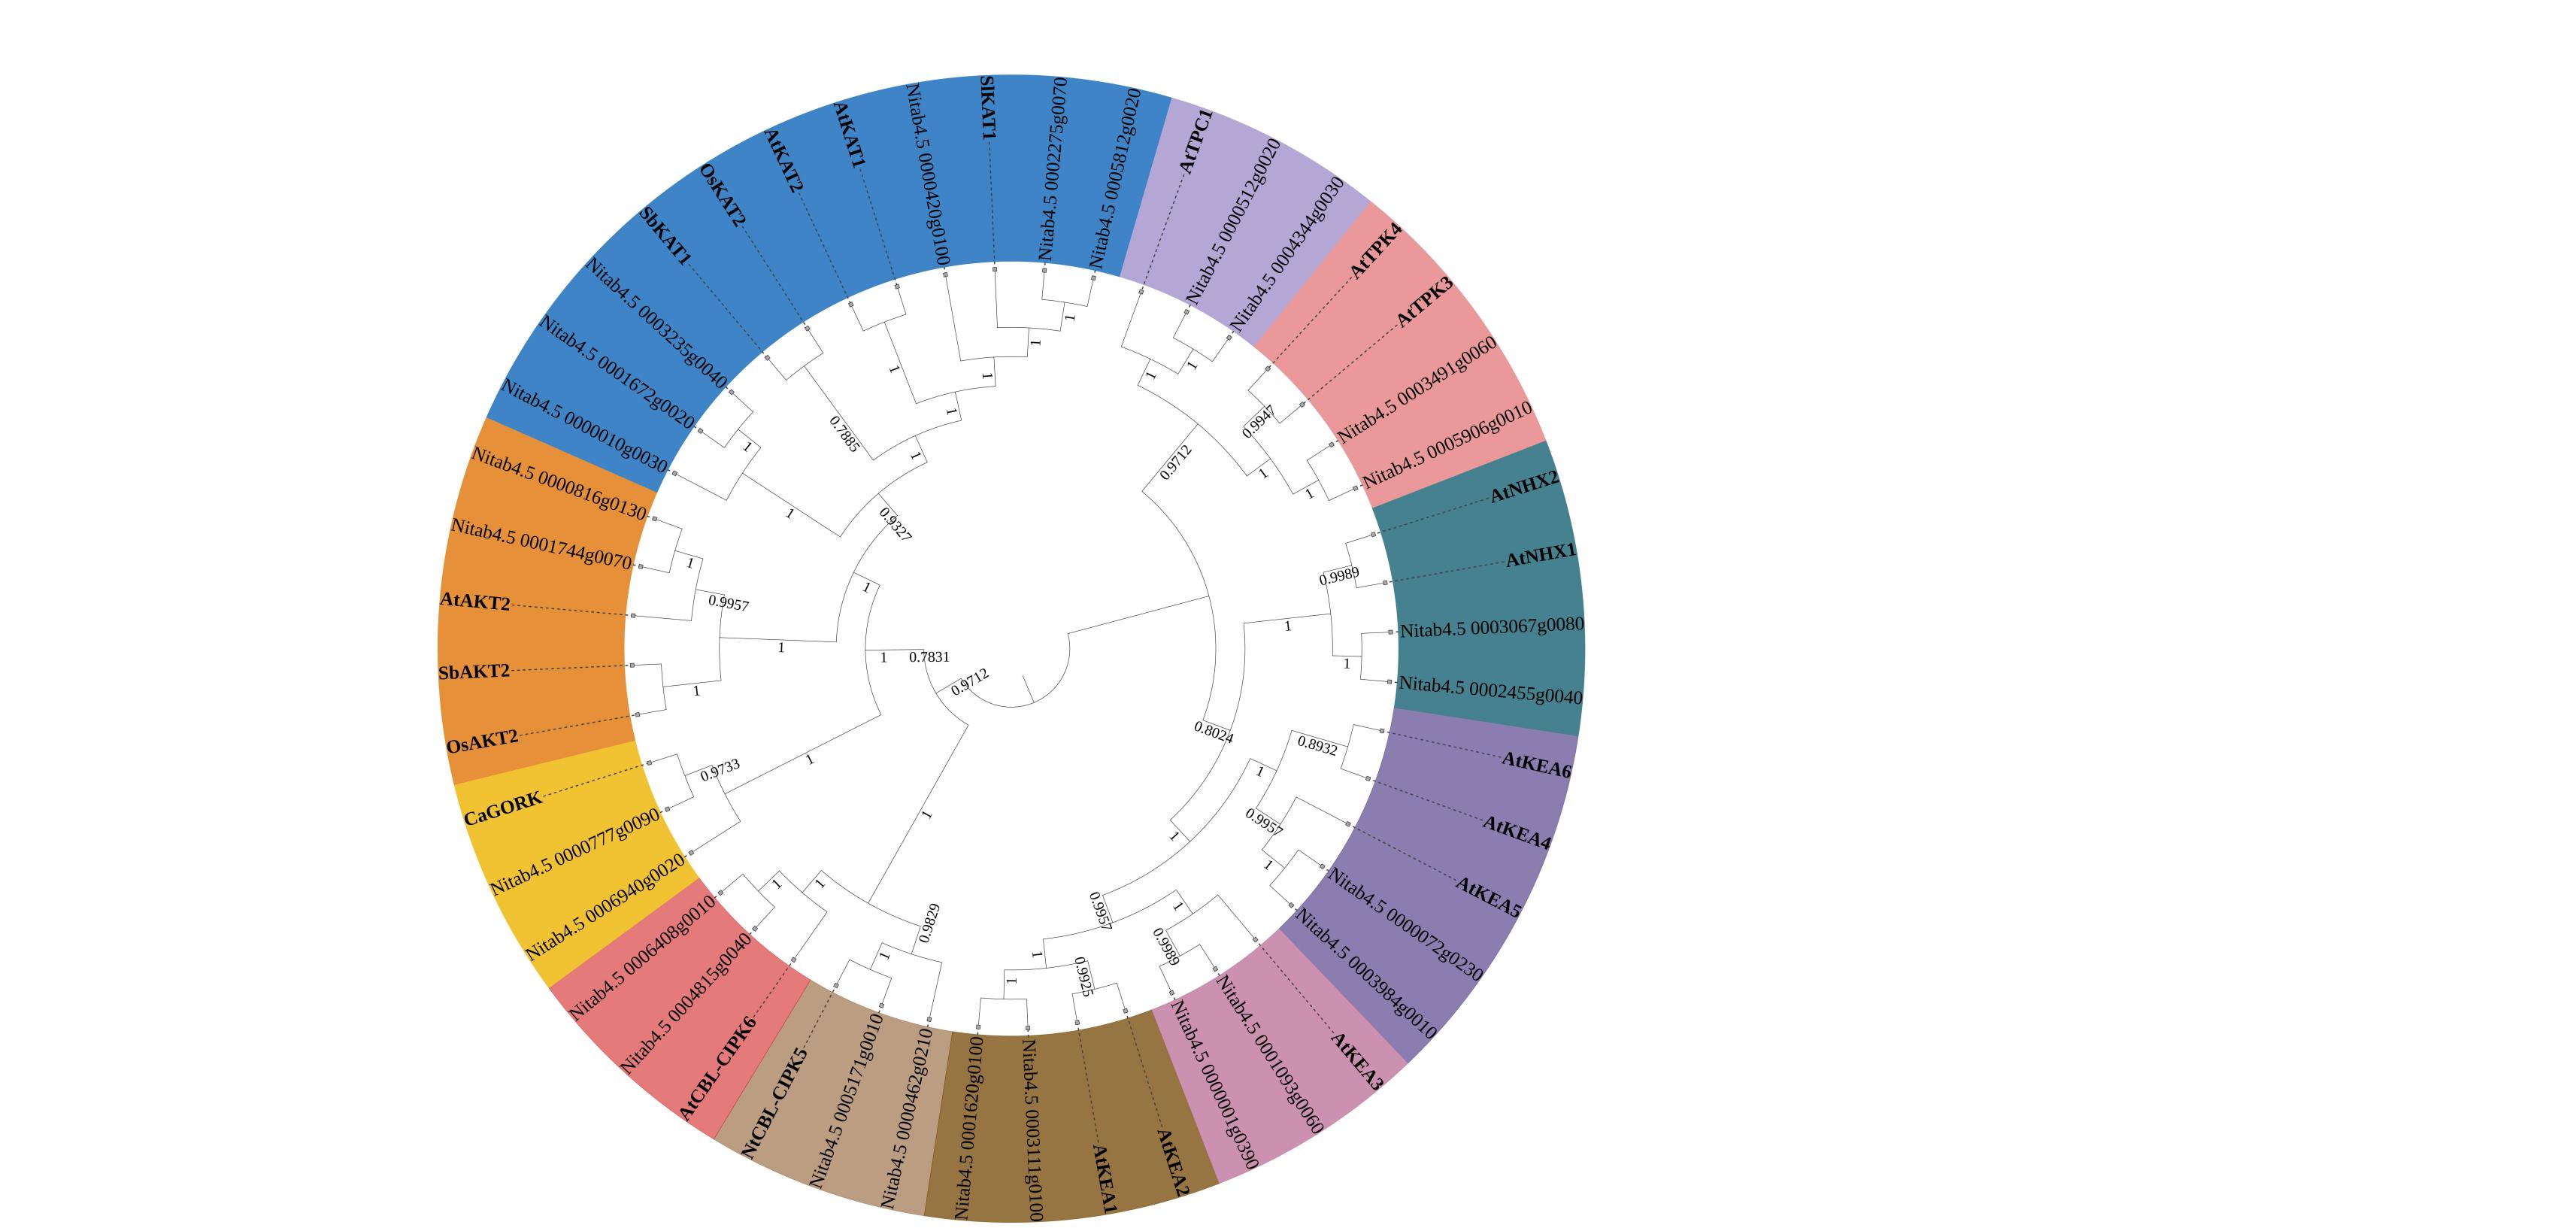

**Fig. S1. Phylogenetic analysis of potassium channel proteins.** Phylogenetic tree was reconstructed by full-length protein sequences of potassium channel proteins, using Bootstrap method as the test of phylogeny and 1000 replicates. The supporting values (bootstrap value) were shown on branches. Proteins in other crops (*Solanum lycopersicum* L., *Arabidopsis thaliana*, *Capsicum annuum* L., and *Oryza sativa* Linn.) are marked in bold.

How the deposited data were processed for this re-analysis (not part of the article)

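The leaves of 2 hybrids and their parents were sampled 70 days after transplantation and sequenced in 18 libraries, 3 for each of the groups HP1 (G70), HP2 (GDH11 of the G70 cross), H (G70×GDH11), LP1 (K326), LP2 (GDH11 of the K326 cross) and L (K326×GDH11). The authors trimmed the reads, mapped them with TopHat2 to the genome of K326 and estimated gene abundance with RSEM, without stating versions. The authors deposited FPKM for 69500 genes in each library, rounded to 2 decimals, although the table is described as one of raw counts. The sums per library (756861.83 to 818036.71) and the decimals show that the values are not counts. The authors also deposited 1 table of FPKM per group, whose values equal the mean of replicates 1 and 2 in HP1 and H, of replicates 2 and 3 in HP2, and of all 3 replicates in each group of the K326 cross. The authors' mapped reads lay between 65242556 and 91575831 per library (Additional file 2). The FPKM do not carry these numbers of reads per gene, so no interval for counting error was computed for a gene's value, and the spread between 3 libraries per group sets the precision.

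The design written before the data were examined assumed counts. Because the files hold FPKM, the test was changed to one that fits this unit. No count model was fitted, and the alternatives that need counts were not run. All values were put on the scale log2(FPKM + 1) without further scaling, and tested with limma 3.58.1 in R 4.3.3 (linear model per gene, moderated variance with an intensity trend, Benjamini-Hochberg adjustment over the genes tested). One fit covered the 9 libraries of a cross, with contrasts of the hybrid against each parent, of the parents against each other and of the hybrid against the mean of both parents. One fit over all 18 libraries gave the comparison of GDH11 between the crosses and the difference between the effects of the hybrids. A gene was tested when it had at least 1 FPKM in at least as many libraries as the smallest group. DEGs had an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, which are the thresholds of the paper's Results, while the paper's Methods give a log2 fold change of 2. The paper writes P in the Results without naming an adjustment, so unadjusted p was an alternative.

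The DEGs of a cross were the genes called between the hybrid and at least 1 parent. They were additive when called in opposite directions against the parents, overdominant when called in the same direction against both, and dominant when called against 1 parent while the parents were called against each other in the same direction. Other DEGs were left in no pattern. Shares carry 95% Wilson intervals. The paper names 26 K+ genes (Additional file 9) and 9 qRT-PCR genes (Additional file 12), and all of these were examined. Those marked in Fig. 5 or called are given with values and the others as number, direction and range. The marks of Fig. 5 were read by eye and its rows were taken in the order of Additional file 9. Further genes were named by a rule set before the data were examined, namely the largest rises and falls against the mid-parent among DEGs whose 3 hybrid libraries all lie beyond all 6 parental libraries. A mean of at least 10 FPKM replaced the minimum number of counts in that rule, and 1 rise and 1 fall per hybrid are printed. Gene names come from the paper's supplements alone, since a table of RefSeq genes of the assembly ASM71507v2 matched 0 of the identifiers.

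The paper's Additional file 13 lists RNA-seq values of 15 libraries, without HP1 replicate 1, H replicate 3 and HP2 replicate 1. Fits over these libraries are given beside the fits over all libraries, with genes of at least 1 FPKM in at least 2 libraries. The tests were tried on simulated data made with the means and spread of the 9 libraries of the G70 cross, with 200 genes changed. With 3 libraries per group, 71% of genes changed by a log2 of 2 and 94% of genes changed by a log2 of 4 were called, with 7 and 8 unchanged genes called. With 2 libraries per group, the spread still being that of all 9 libraries, 0% and 87% were called, with 0 and 7 unchanged genes called. In 20 simulations of unchanged groups per cross, 0 genes were called at adjusted p. The noise of each gene was drawn independently, without differences between libraries that many genes share, so this does not show what such differences give. Groupings of the real libraries of the G70 cross gave up to 1907 DEGs against the mid-parent.

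The paper describes a random block design with 3 replicates and does not say that the replicate numbers mark the blocks. The pairing was checked by the correlation of the deviations of same-numbered libraries from their group means. It was above 0.1 for all 3 pairs of HP1 and HP2 (0.58, 0.27 and 0.48), of LP1 and LP2 (0.25, 0.21 and 0.29) and of L and LP2 (0.54, 0.25 and 0.23), and not for all 3 pairs of the other groups compared within a cross. No covariate for the replicate number was used in the values given first.

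The alternatives tried were unadjusted p, a log2 fold change of at least 2, no filter on low values, fits over the groups compared or over all 18 libraries, the replicate number as a block, each library left out in turn, the libraries of Additional file 13, pooled parental libraries, patterns from group means and another denominator. Added after the data were examined were a pseudocount of 0.1, at least 1 FPKM in every library, median-of-ratios scaling, quantile normalization, the libraries behind the deposited group means, and the libraries of Additional file 13 with unadjusted p, alone and with patterns from group means, and with only non-additive patterns in the denominator. Regroupings of libraries were drawn with a fixed seed, 100 per result where more existed. The K+ content, biomass and GO enrichment of the paper were not analysed here.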

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

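In this part the tests of sequencing depth, of the genes with the highest values, of scaling, of the difference between libraries of the K326 cross, of the choice of libraries, of reads of another organism, of base composition and of the libraries in use for the difference between the hybrids were chosen only after the results were seen, and the tests of mislabelling and of regrouped libraries were chosen before.

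A difference between the 2 crosses was found by testing it directly. The effect of H against its mid-parent differed from that of L against its mid-parent in 29 genes over all 18 libraries, 11 with a more positive and 18 with a more negative effect in H, and 1753 genes had an unadjusted p under 0.05. When the libraries were exchanged between the crosses, among hybrids and among parents, 2 of 100 groupings, the real one included, gave as many genes, and 1 other grouping gave 414. Median-of-ratios scaling gave 25 more positive and 27 more negative genes, quantile normalization 23 and 26. Without LP2 replicate 2 the number was 44. Of the 29 genes, 22 were also called over the 15 libraries of Additional file 13, where 48 were called. These 15 libraries are part of the 18, so this overlap cannot decide whether the libraries in use account for the genes. G70 and K326 differ as female parents, and this biological difference stays open and untested, as does any difference in growth or handling between the crosses.

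Attention was drawn to 3 libraries of the G70 cross, which Additional file 13 leaves out, because each resembled a library of another group of the cross more than those of its own. This alone does not single them out, since it was so for 9 of the 18 libraries, 6 of which Additional file 13 lists (H replicates 1 and 2, L replicate 1 and LP2 replicates 1, 2 and 3). The highest r with another group exceeded the highest r with the own group by 0.0573 to 0.0862 in the 3 libraries left out and by up to 0.0335 (L replicate 1) in the 6 others. H replicate 3 had its highest correlation with HP2 replicate 3 (Pearson's r = 0.963), beside 0.867 and 0.877 with H replicates 1 and 2. HP1 replicate 1 was closest to H replicate 1 (r = 0.944; 0.881 and 0.882 within HP1), and HP2 replicate 1 was, within the cross, closest to H replicate 1 (r = 0.950; 0.887 and 0.893 within HP2). Over all 18 libraries it was closest to L replicates 3 and 2 (r = 0.964 and 0.963). On the first principal component H replicate 3 was at -70.8, near the other libraries of the parents, and HP1 replicate 1 and HP2 replicate 1 were at 82.3 and 58.6, near the other libraries of H. With these 3 libraries left out, 2915 genes were called between H and the mid-parent, and with them 164.

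The tables argue against several technical explanations of this pattern. Exchanged labels are argued against by genes found only in G70 (38 genes) or only in GDH11 (23 genes). These genes were chosen from replicates 2 and 3 of HP1 and of HP2 and from all 3 LP2 libraries. Among the latter is LP2 replicate 2, the library with the fewest genes at 1 FPKM or more. HP1 replicate 1 had 71.1% of the G70 genes at 1 FPKM or more and 91.3% of the GDH11 genes at 0.1 FPKM or less. HP2 replicate 1 had 92.1% of the G70 genes at 0.1 FPKM or less. H replicate 3 had 36.8% of them at 0.1 FPKM or less, beside 39.5% and 44.7% in H replicates 1 and 2, and 91.3% of the GDH11 genes at 1 FPKM or more in each of the 3. Sequencing depth as what orders the libraries along the first component is argued against by a difference of 129 on the first component between HP2 replicate 1 and H replicate 3, for which the paper gives nearly equal mapped reads (70945786 and 70829154). A few genes taking most of the values are argued against because the share of the 10 highest genes lay inside the range of the other 6 libraries (5.78% to 8.65%) in 2 of the 3, H replicate 3 being at 10.5%. Scaling is argued against because after quantile normalization the libraries of Additional file 13 still gave 14.8 times as many genes as all libraries (2670 and 181). Reads of another organism are argued against because the paper's share of mapped reads was below that of the other 6 libraries (95.69% to 95.93%) in 1 of the 3, H replicate 3 at 95%.

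Other explanations stay open. Low depth as what sets these 3 libraries apart from their groups cannot be told apart from other differences between libraries, because the paper's mapped reads were the fewest of the group in 3 of the 3 (79865754 in HP1 replicate 1, 70829154 in H replicate 3 and 70945786 in HP2 replicate 1). A difference between libraries that also occurs inside the groups of the K326 cross may contribute: across genes, the axis along which libraries of one group differ there had an r of 0.377 in size with the difference of H from the mid-parent over the libraries of Additional file 13, and of 0.646 without LP2 replicate 2. These values lie on both sides of the limit set for the test, so such a difference and an effect of the hybrid cannot be told apart. The axis had an r of 0.293 from the parents of this cross alone and 0.542 from L alone. Of 2909 genes called in H over these libraries, 79.0% had the sign of the axis, its sign being set to give a positive r. This was 90.9% without LP2 replicate 2, 74.4% from the parents alone and 86.2% from L alone. Base composition of the reads cannot be told apart from the other explanations either, with a Pearson's r of 0.442 (p = 0.0639; Spearman's rho = 0.443, p = 0.0988) between the paper's GC percent and the first component, both relative to the group mean, over 18 libraries. This r was 0.349 without the 2 farthest libraries (LP1 replicate 2 and H replicate 3), 0.805 in the G70 cross and 0.0569 in the K326 cross.

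The choice of libraries fits the larger count. Of the 27 ways to leave out 1 library per group of the G70 cross, 1, that of Additional file 13, gave as many as 2915 genes between H and the mid-parent. The other 26 gave between 4 and 149, with a median of 28. Groupings of libraries across the labels also gave more genes than the labels did. HP1 replicate 1 with H replicates 1 and 2 against HP1 replicates 2 and 3 with H replicate 3 gave 2507 DEGs, where H against HP1 gave 166. H replicates 1 and 2 with HP2 replicate 1 against H replicate 3 with HP2 replicates 2 and 3 gave 315, where H against HP2 gave 143. What sets the 9 libraries apart in this way, such as the plant, the time of sampling or the handling of the leaves, is not in the labels and was not tested, and an effect of the cross on part of these genes stays open, untested.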

How the results depend on the processing

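No test in this part was chosen after a result was seen, apart from the alternatives marked as added. The alternatives were set before the data were examined, except the scalings and those of the fourth paragraph, which were chosen after seeing the data. The 4 DESeq2 alternatives (all libraries or those of Additional file 13, with adjusted or unadjusted p), DESeq2 size factors in an edgeR fit and a filter of at least 10 counts in every library need counts and were not run. Unless stated, values are over all libraries and the cause of a change was not tested. Without a filter on low values, 41 of 41 results stayed within 1.5 times their number, their interval or their direction.

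Unadjusted p calls more genes by construction. It gave 511 DEGs (228 higher, 283 lower) for H against HP1, 472 (223, 249) for H against HP2, 463 (265, 198) for HP1 against HP2 and 402 (184, 218) for H against the mid-parent. For L it gave 2207 (1059, 1148) against LP1, 888 (542, 346) against LP2 and 916 against the mid-parent, with 2033 (1394, 639) between LP1 and LP2. The overdominant share was 25.3% in H (90 up, 107 down) and 9.87% in L (156 up, 121 down). K+ genes called were 2 in L and 2 in both crosses together, DEGs between the GDH11 groups 450, and genes differing between the hybrid effects 917; 3 single results also changed. A log2 fold change of at least 2, stricter by construction, gave 99, 77, 98 and 64 DEGs (H against HP1, H against HP2, HP1 against HP2, H against mid-parent), 20 overdominant genes up and 23 down in H, 58 DEGs between L and LP2, 30 between L and the mid-parent, and 5 common genes. Fits over only the 2 groups compared gave 130 DEGs (L against LP1), 49 (L against LP2) and 34 (LP1 against LP2). One fit over 18 libraries gave 97, 134 and 123 for these, 107 for L against the mid-parent and 2 genes overdominant down in L. With the replicate block, 59 genes were called between L and LP2, whose same-numbered libraries deviated together, and for the other such pairs of groups, HP1 with HP2 (167) and LP1 with LP2 (62), the block moved no count by over 1.5 times. Same-numbered libraries of L and LP1 (0.09, -0.06 and 0.08), of H and HP1 and of H and HP2 (from -0.44 to 0.70) did not all deviate together. The comparison of L with the mid-parent includes LP1 as well as LP2, and the block gave 42 genes there (39 higher, 3 lower), where 63 and 6 were called without it. Between L and LP1 the block gave 35 higher and 27 lower, where 43 and 14 were called without it, and it moved no other total of DEGs by over 1.5 times. Pooled parental libraries gave 45 DEGs between L and the mid-parent. Patterns by group means, which need no call against the second parent, gave overdominant shares of 65.5% in H (81 up, 69 down) and 78.3% in L (74 up, 16 down), and 5 common genes. With only non-additive patterns in the denominator, which has fewer genes by construction, the share in L was 39.2%.

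Over the libraries of Additional file 13, 2406 DEGs were called for H against HP1, 2251 against HP2 and 2915 against the mid-parent, with an overdominant share of 43.8% (540 up, 875 down). K+ genes called were 6 in H and 6 in both crosses, common genes 17, genes between the GDH11 groups 0 (3445 at an unadjusted p under 0.05) and genes differing between the hybrid effects 48. Of the single K+ genes, 5 passed the threshold that did not over all libraries, and the shares with a parent in the place of the hybrid changed in 2. Scaling moved the direction of these calls. Median-of-ratios scaling gave 1066 higher and 854 lower for H against HP1 (930 and 1476 as deposited), 1050 and 878 against HP2 (928 and 1323) and 1541 and 1083 against the mid-parent (1289 and 1626), with the median of all genes moved by 0.16, 0.12 and 0.14 (log2). Quantile normalization gave 1014 and 1045 for H against HP1, with a median moved by 0.11.

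Of the added alternatives, a pseudocount of 0.1 gave 1 gene overdominant down in L, 0 between the GDH11 groups (2147 at an unadjusted p under 0.05) and 65 between the hybrid effects. At least 1 FPKM in every library leaves fewer genes by construction. It gave 14, 23, 30 and 15 DEGs in the G70 cross (order as above), a share of 15.6% in H (3 up, 2 down), and 4 (L against LP1), 1 (L against LP2), 3 (LP1 against LP2) and 3 (L against mid-parent) in the K326 cross. It also gave 1 gene overdominant up in L, 0 common genes, 0 between the GDH11 groups and 0 between the hybrid effects (1184 and 1152 at an unadjusted p under 0.05). Median-of-ratios scaling gave 52 genes between the hybrid effects (25, 27), and a log2 fold change of 0.062 for CIPK6 Nitab4.5_0004815g0040, which reversed it. Quantile normalization gave 111 DEGs for L against LP1 (67 higher, 44 lower; 43 and 14 as deposited), 49 and 35 for LP1 against LP2 (48 and 19), 65 and 18 for L against the mid-parent (63 and 6), 7 common genes and 49 genes between the hybrid effects (23, 26; 11 and 18 as deposited). These 2 scalings moved the median of all genes by -0.23 and -0.20 for L against LP2, -0.19 and -0.19 for LP1 against LP2 and -0.13 and -0.10 for L against the mid-parent. The libraries behind the deposited group means gave 68, 51, 51 and 46 DEGs in the G70 cross, 14 overdominant genes up and 15 down, 4 common genes, 0 between the GDH11 groups (2298 at an unadjusted p under 0.05) and 17 between the hybrid effects. Unadjusted p over the libraries of Additional file 13 gave 4057 (1837, 2220), 3789 (1819, 1970), 838 (483, 355) and 3754 (1819, 1935) DEGs, a share of 46.9% (1190 up, 1307 down), 9 K+ genes in H and 9 in both crosses, 320 common genes, 1689 between the GDH11 groups and 2345 between the hybrid effects. With patterns by group means as well, the share was 94.9% (2328 up, 2724 down) and the common genes were 88. With only non-additive patterns in the denominator over the libraries of Additional file 13, at adjusted p, the share in H was 91.1%. Shares with a parent in the place of the hybrid changed in 1 case with the pseudocount of 0.1, and in 2 each with at least 1 FPKM in every library, the libraries behind the deposited means and unadjusted p over the libraries of Additional file 13.

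Leaving out 1 library at a time gave from 115 (without HP1 replicate 2) to 164 DEGs for H against HP1, from 80 (without HP2 replicate 2) to 154 for H against HP2, from 95 (without HP1 or HP2 replicate 2) to 160 for HP1 against HP2, and from 89 (without H replicate 1) to 166 for H against the mid-parent. The overdominant share in H stayed from 29.1% to 36.6%, with 26 (without HP2 replicate 2) to 37 genes up and 22 (without H replicate 2) to 41 down. The range was from 27 (without L replicate 2 or 3) to 338 (without L replicate 1) for L against LP1, with 190 without LP2 replicate 2; from 46 (without L replicate 3) to 94 for L against LP2; from 34 (without LP1 replicate 1 or LP2 replicate 3) to 93 (without LP2 replicate 2) for LP1 against LP2; and from 36 (without LP1 replicate 1) to 108 (without LP2 replicate 2) for L against the mid-parent. The share in L was from 9.14% (without L replicate 1) to 41.5% (without L replicate 2), with 19 (without LP1 replicate 1 or 3) to 35 genes up and 0 to 3 (without LP2 replicate 2) down. Common genes were from 5 (without L replicate 3) to 12, genes between the GDH11 groups from 0 (6862 at an unadjusted p under 0.05 without LP2 replicate 1, and 2216 without HP2 replicate 1) to 1, and genes between the hybrid effects from 22 to 44 (without LP2 replicate 2). K+ genes called stayed at 0 in each fit, and qRT-PCR comparisons with the same direction at 26 to 33 of 36. With a parent in the place of the hybrid the share lay from 27.0% to 35.9% (without HP1 replicate 3) for HP1, 15.9% (without H replicate 1) to 21.3% for HP2, 2.74% (without L replicate 2) to 13.3% for LP1 and 19.8% (without L replicate 1) to 30.1% for LP2. Of the 16 log2 fold changes of K+ genes against the mid-parent that were followed, 11 kept their direction under each alternative run for them. Directions reversed in 5 single genes of H against the mid-parent. CIPK6 Nitab4.5_0004815g0040 lay from -0.75 to 0.52 (without H replicate 1) and was above 0 in 6 fits. CIPK6 Nitab4.5_0006408g0010 lay from -1.04 to 0.14 (without H replicate 1; 0.07 without H replicate 2). AKT2 Nitab4.5_0001744g0070 lay from -0.30 (without H replicate 1; -0.04 without HP2 replicate 3) to 0.62, NHX1 Nitab4.5_0003067g0080 from -0.14 (without H replicate 1) to 0.42 and KEA3 Nitab4.5_0001093g0060 from -0.021 (without H replicate 2) to 0.65. Fits with 1 library fewer have less power by construction, which does not account for the counts that rose.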

Differences from the paper's values

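No test in this part was chosen after a result was seen, apart from the settings said to be so and the comparison with Additional file 4. Values given beside the paper's are over all libraries unless a setting is named. Neither the paper's text nor the part of its Additional file 4 examined here (1997 of 7420 genes) says whether P was adjusted. That file marks the paper's calls of the hybrids against each parent as up or down without naming the group. Of the genes it calls there and that were tested over all libraries, the marked direction was that of the hybrid relative to the parent in 1147 of 1207 for H against HP1, 1007 of 1047 for H against HP2, 614 of 614 for L against LP1 and 86 of 86 for L against LP2. Over the libraries of Additional file 13 it was so in 1214 of 1214 and 1048 of 1048 for H. Up is therefore read as higher in the hybrid. The mid-parent and the comparisons between parents are not in that part, and up was taken there as higher in the hybrid and in HP1 and LP1. Of these tested genes, 38 of 1207 (H against HP1), 38 of 1047 (H against HP2), 14 of 614 (L against LP1) and 22 of 86 (L against LP2) were called over all libraries, and 602 of 1214 and 564 of 1048 for H over the libraries of Additional file 13. At unadjusted p these were 90, 88, 423 and 65 over all libraries. At unadjusted p over the libraries of Additional file 13, chosen after seeing the values, they were 878 and 818.

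For H against HP1 the paper gives 2879 genes up and 1784 down, against 100 and 66. For H against HP2 the paper gives 2417 up and 1631 down, against 71 and 72. For H against the mid-parent the paper gives 3164 up and 2200 down, against 91 and 73. Of the alternatives set before the data were examined, the libraries of Additional file 13 came within 1.5 times the paper's down values, with 1476 (H against HP1), 1323 (H against HP2) and 1626 (mid-parent), and none closed the gap for the up values. Unadjusted p over these libraries, a setting chosen after seeing the values, gave 2220 down for H against HP1, 1819 up and 1970 down for H against HP2, and 1935 down for the mid-parent. No setting reached the paper's up values for H against HP1 and the mid-parent, the highest being 1837 and 1819. For HP1 against HP2 the paper gives 369 up and 425 down, against 65 and 92. Unadjusted p gave 265 up, and none of the alternatives set before the data were examined closed the gap for down. Unadjusted p over the libraries of Additional file 13, chosen after seeing the values, gave 483 up and 355 down.

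For L against LP1 the paper gives 1148 up and 1381 down, against 43 and 14. Unadjusted p gave 1059 and 1148, and no other setting closed the gap. For L against LP2 the paper gives 172 up and 205 down, against 82 and 7. For L against the mid-parent the paper gives 135 up and 271 down, against 63 and 6. For LP1 against LP2 the paper gives 422 up and 388 down, against 48 and 19. None of the alternatives set before the data were examined, nor any added one, closed the gap for these last 3 comparisons.

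For the overdominant patterns of H the paper gives 317 genes in P7, 1350 in P8, 429 in P9, 632 in P10, 617 in P11 and 1498 in P12, against 1, 35, 1, 1, 0 and 40. None of the alternatives set before the data were examined closed these gaps. Unadjusted p over the libraries of Additional file 13 gave 1256 in P8 and 1168 in P12, and with patterns by group means as well it gave 2183 in P12, both settings being chosen after seeing the values. For L the paper gives 65 in P7, 206 in P8, 532 in P9, 531 in P10, 44 in P11 and 195 in P12, against 0, 0, 0, 0, 0 and 31. Unadjusted p gave 150 in P12, and none of the settings closed the other gaps.

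The paper's share of overdominant genes is 80.89% in H and 57.28% in L, against 34.1% and 27.0% of all DEGs. The paper's Results take this share among non-additive genes (P3–P12), and its Conclusions among the differential genes. Among non-additive genes it was 40.0% in H, which still differs, and 39.2% in L, which is within 1.5 times the paper's. Among non-additive genes over the libraries of Additional file 13, a setting chosen after seeing the values, it was 91.1% in H. Patterns by group means came within 1.5 times of both, with 65.5% in H and 78.3% in L, and simulated unchanged groups gave more by this rule at unadjusted p (87.1% and 88.0%, beside 76.5% and 81.7% in the data). In L so did the fits without L replicate 2 (41.5%) and without L replicate 3 (40.4%), and the remaining alternatives set before the data were examined did not. Unadjusted p over the libraries of Additional file 13 with patterns by group means, chosen after seeing the values, gave 94.9% in H, where simulated unchanged groups gave 86.4%. The paper gives 218 common genes, against 11. None of the alternatives set before the data were examined closed this gap, and unadjusted p over the libraries of Additional file 13, chosen after seeing the values, gave 320. The paper's DEGs are 8.61% of genes in H and 3.95% in L, against 0.329% and 0.165% of the genes listed. In L unadjusted p gave 4.04%. In H none of the alternatives set before the data were examined closed the gap, and unadjusted p over the libraries of Additional file 13, chosen after seeing the values, gave 7.66%.

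The paper's text describes AKT2 as lower in H, while Fig. 5 marks AKT2 Nitab4.5_0001744g0070 as higher. Its log2 fold change against the mid-parent was 1.08 over the libraries of Additional file 13 and 0.16 over all 9. The paper describes the K+ genes marked in Fig. 5 as overdominant in H and L. Over all libraries 0 of them were called in either hybrid. Over the libraries of Additional file 13, TPKs Nitab4.5_0005906g0010, CIPK6 Nitab4.5_0006408g0010 and CIPK6 Nitab4.5_0004815g0040 were called overdominant down in H, and GORK Nitab4.5_0006940g0020, CIPK5 Nitab4.5_0000462g0210 and KAT1/2 Nitab4.5_0005812g0020 were called against 1 parent alone. The paper describes overdominant genes as the majority of DEGs in both hybrids. Over all libraries, dominant genes outnumbered them, 117 against 78 in H and 48 against 31 in L. The paper has more genes lower than higher in L in each comparison with its parents, its up being read as higher in L, while more were higher against LP1 (43 and 14), LP2 (82 and 7) and the mid-parent (63 and 6) over all libraries. At unadjusted p more were lower against LP1 (1059 higher and 1148 lower), which is the paper's order, while more were higher against LP2 (542 and 346). The paper describes more DEGs in H than in L, and over all libraries unadjusted p gave fewer in H than in L against the female parent (511 and 2207), the male parent (472 and 888) and the mid-parent (402 and 916).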

Other observations

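In this part the tests of the overlap between the hybrids, of reads of another organism and of depth in LP2 replicate 2, of genes listed in the hybrids alone and of stretches of the gene list were chosen only after the results were seen, and the tests of regrouped libraries for the reported results and of the label of LP2 replicate 2 were chosen before.

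For each comparison of 3 libraries against 3, the 6 libraries can be split in 10 ways, so that the real split can make up no less than 0.1 of them and chance cannot be told apart from a difference between groups by this count alone. As many DEGs as in the real split were found in 2 of 10 splits for H against HP1, 2 for H against HP2 and 2 for the GDH11 groups, and in 1 of 10, the real one, for HP1 against HP2, L against LP1, L against LP2 and LP1 against LP2. Against the mid-parent, 100 groupings of the 9 libraries of a cross into 3 groups were drawn. The number of DEGs of H was reached in 10 of them, the highest being 1907, so chance grouped libraries give such numbers. That of L was reached in 4, the highest being 1247. The overdominant share was reached in 2 groupings for H (34.1%) and 4 for L (27.0%). The highest share of the other groupings was 83.6% for H and 100% for L. The overdominant genes up were reached in 3 for H and 1 for L, and the overdominant genes down in 3 for H. For the genes overdominant down in L, and the K+ genes called in H and in L, the real number was 0, which 100 of 100 groupings reached, so this count says nothing about them. The common genes (11) were reached in 1 of 100 pairs of groupings, the real one. Leaving out 1 library changed several of these counts: 89 DEGs of H against the mid-parent without H replicate 1, and 36 of L without LP1 replicate 1.

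Both hybrids shared part of their DEGs against the mid-parent. Over all libraries 36 genes were called in both in the same direction (34 up, 2 down), where 0.342 would be expected by chance from 164 and 69 genes, and the highest of 99 regroupings was 4. Over the libraries of Additional file 13 it was 46 of 47 shared genes, with 6.09 expected. The values argue against chance overlap. GDH11 is a parent of both hybrids, and a difference of both hybrids from their parents stays open, untested, as does a difference in growth or handling between hybrids and parents.

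LP2 replicate 2 lay apart from the other 17 libraries, at 135.9 and 132.6 on the first and second principal components, with r of 0.818 and 0.862 with its own group. It had 27527 genes at 1 FPKM or more, against 31474 to 33091 in the other libraries. An exchanged label is argued against because 91.3% of the 23 genes found only in K326 were at 0.1 FPKM or less in it. Reads of another organism are argued against by the paper's share of mapped reads, 97.02%, the highest of the 18 libraries. Low depth stays open, since the paper's mapped reads were the fewest of the 18 libraries in it (65242556) and 1 library cannot decide this. Other technical causes were not tested, and the design gives no biological explanation to test.

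A set of 5 genes, chosen after their values were seen (Nitab4.5_0000044g0520, Nitab4.5_0000305g0130, Nitab4.5_0000425g0090, Nitab4.5_0000492g0240 and Nitab4.5_0021935g0010), was listed at 1.64 to 29.5 FPKM in the 6 hybrid libraries and at no more than 0.06 FPKM in the 12 parental libraries, and 0 genes were of the opposite kind. In 100 splits of the 18 libraries into 6 and 12, 1, the real one, gave as many and the highest of the others was 0, which argues against chance. A candidate explanation is material in the hybrids that the sequenced parents lack, which would add genes and remove none. Expression that arises in hybrids predicts such genes as well, and these explanations cannot be told apart. The exact two-sided binomial p of 5 against 0 was 0.0625, the smallest that 5 genes can give, and decides nothing.

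The DEGs of H lay closer together in the gene list than chance. Over all libraries, the 229 DEGs of H against at least 1 parent fell on 184 of the numbers that precede the g in the identifiers, where 10000 draws of as many tested genes fell on 214 to 229 (median 224), which argues against chance. For the 115 DEGs of L the number was 108 (draws 108 to 115), and for the 3230 DEGs of H over the libraries of Additional file 13 it was 2385 (draws 2374 to 2532). Neighbouring copies of a gene, whose reads RSEM divides, were not tested as an explanation, and neither was a biological one.

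In a simulation of unchanged groups, 66.7% of the genes tested differed from both parents in the same direction, whether called or not. In the data this was 67.9% in H and 61% in L over all libraries, and 84.3% in H over the libraries of Additional file 13. The qRT-PCR Ct values that the paper gives in Additional file 13 for HP1 replicate 1, H replicate 3 and HP2 replicate 1 equal the mean of the other 2 replicates in 54 of 54 cases each. This was so in 11 of 54 for LP2 replicate 3, 7 of 54 for L replicate 3, 6 of 54 for LP2 replicate 2 and 0 of 54 for the other 12 libraries.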
